# Possible Role of miR-375-3p in Cervical Lymph Node Metastasis of Oral Squamous Cell Carcinoma

**DOI:** 10.3390/cancers16081492

**Published:** 2024-04-13

**Authors:** Masato Saika, Koh-ichi Nakashiro, Norihiko Tokuzen, Hiroyuki Shirai, Daisuke Uchida

**Keywords:** oral squamous cell carcinoma (OSCC), lymph node metastasis (LNM), microRNA-375-3p (miR-375), tumor suppressive-microRNA (TS-miR)

## Abstract

**Simple Summary:**

We focused on microRNAs (miRNAs) and investigated their usefulness as predictive markers for latent cervical lymph node metastasis (LNM) in early oral squamous cell carcinoma (OSCC). In miRNA microarray analysis, RT quantitative PCR, and digital PCR, the expression levels of miR-375-3p were significantly reduced in primary OSCC tissues with latent cervical LNM. Next, we examined the effects of miR-375-3p mimics on the growth and migration of four human OSCC cell lines that do not express miR-375-3p. When miR-375-3p mimics were introduced into human OSCC cells, cell proliferation and migration were significantly suppressed. Furthermore, a microarray and the Ingenuity Pathway Analysis miRNA target filter found 37 target gene candidates of miR-375-3p. Of these genes, the knockdown of CEPT1 and TIMM8A expression significantly inhibited the migration of human OSCC cells, similar to miR-375-3p mimics. The downregulation of miR-375-3p could promote cervical LNM by enhancing cell proliferation and migration in OSCC.

**Abstract:**

No clinically useful predictors of latent cervical lymph node metastasis (LNM) in early oral squamous cell carcinoma (OSCC) are available. In this study, we focused on the microRNAs (miRNAs) involved in the expression of numerous genes and explored those associated with latent cervical LNM in early OSCC (eOSCC). First, microarray and RT-PCR analyses revealed a significant downregulation of miR-375-3p expression in primary eOSCC tissues with latent cervical LNM. Next, we examined the effects of miR-375-3p mimics on the growth and migration of four human OSCC cell lines that do not express miR-375-3p. The overexpression of miR-375-3p significantly suppressed the cell proliferation and migration of human OSCC cells in vitro. Furthermore, miR-375-3p mimics markedly inhibited the subcutaneously xenografted human OSCC tumors. Finally, we found the genes involved in the PI3K-AKT pathway and cell migration as target gene candidates of miR-375-3p in human OSCC cells. These findings suggest that miR-375-3p functions as a tumor suppressive-miRNA in OSCC and may serve as a potential biomarker for the prediction of latent cervical LNM in eOSCC and a useful therapeutic target to suppress OSCC progression.

## 1. Introduction

According to statistics from the International Agency for Research on Cancer, 377,713 new cases of lip and oral cavity cancers and 177,757 deaths from these cancers were recorded worldwide in 2020 [1]. Oral squamous cell carcinoma (OSCC) is the most common malignant tumor of the lips and oral cavity [2]. Treatment strategies for OSCC are determined based on clinical staging according to the TNM classification of the Union for International Cancer Control [3]. Tumors less than 4 cm in size with a depth of invasion of less than 10 mm (T1/2) and no cervical lymph node metastasis (LNM) (N0) are classified as early OSCC (eOSCC, stage I/II). Treatment options for advanced OSCC (stage III/IV) can be broadly divided into three categories. The main treatments include surgery, chemotherapy, and radiation therapy. Furthermore, in addition to these conventional treatments, new options such as immunochemotherapy and photoimmunotherapy are available. If surgery is chosen for advanced OSCC, a neck dissection must be required in addition to removing the primary tumor. Although numerous treatments have currently been established for human malignancies, the standard management for eOSCC is intraoral tumor resection or brachytherapy, according to the National Comprehensive Cancer Network (NCCN). Because brachytherapy is not available in most hospitals, intraoral radical resection is generally performed. Although it has become easier to evaluate the presence or absence of LNM before surgery owing to technological developments, including ultrasonography (US), positron emission tomography–computed tomography (PET-CT), and contrast-enhanced CT (CECT), postoperative cervical LNM still occurs at a high 20–30% probability due to latent LNM that cannot be detected even by US, PET-CT, or CECT [4,5,6,7]. The 5-year survival rate of patients with latent LNM is significantly reduced. Therefore, latent LNM is the most important prognostic factor in eOSCC [8]. The global standard for managing N0 in the neck is elective neck dissection (END) to remove the supraomohyoid lymph nodes, and previous studies have shown its benefit to survival [9,10,11]. On the other hand, END has negative effects due to the postoperative dysfunction caused by overtreatment. Furthermore, END carries the risk of facial nerve mandibular branch and accessory nerve palsy, which may reduce the postoperative quality of life of patients [12]. Because approximately 80% of patients are overtreated, END should be performed selectively. Recently, sentinel lymph node biopsy (SLNB) has also been recommended as neck management for eOSCC by the NCCN [13,14]. SLNB is non-inferior to END in terms of survival rate but superior in terms of neck functionality [15]. However, SLNB is not covered by health insurance and cannot be used in clinical practice in Japan. Furthermore, mouse experiments have revealed that tumor immunity is not functional, and the anti-tumor effect of PD-1 and PD-L1 antibodies is lost when the tumor-draining lymph nodes are removed [16]. In the future, neoadjuvant or adjuvant therapy with immune checkpoint inhibitors may improve prognosis by preserving lymph nodes with no obvious metastasis. Therefore, exploring novel biomarkers for predicting latent LNM in eOSCC to avoid non-beneficial END is necessary.

Numerous previous studies have suggested that the ability to invade the lymphatic system is not determined by primary tumor size; rather, specific gene alternations and dysregulations drive the molecular processes responsible for LNM [17]. Research has revealed that latent cervical LNM could be predicted based on the expression levels of 102 genes in the primary tumor tissues of head and neck squamous cell carcinoma; in particular, the diagnostic accuracy of N0 cases was 100%, making it possible to avoid non-beneficial END [18]. Another study showed that it was possible to predict 24 out of 28 cases (85.7%) of latent LNM based on the expression levels of 696 genes in the primary tumor tissues of OSCC [19]. Furthermore, in the management of the neck in eOSCC cases, the first step is to predict latent LNM based on the gene expression profile of the primary tumor tissues. Next, a policy of performing SLNB in latent LNM-positive cases and neck dissection only in cases with histopathologically proven metastases was proposed. As a result, non-beneficial END was avoided in 72% of the cases. In addition, 94% of patients were reportedly able to receive appropriate treatment and avoid complications [20]. However, gene expression profiling is considerably complex, such that simple and useful predictors for latent LNM in eOSCC are yet to be identified. Therefore, in this study, we focused on the microRNAs (miRNAs) involved in the expression of several genes.

miRNAs are small endogenous single-stranded non-coding RNAs of 18–25 nucleotides in length that are responsible for the post-transcriptional regulation of gene expression in approximately 60% of human protein-coding genes [21]. miRNAs are reportedly involved in multiple diseases, including cancer and neurodegenerative and cardiovascular diseases. In particular, by regulating gene expression, miRNAs are greatly involved in biological processes such as cell proliferation, migration, infiltration, and apoptosis, which are essential for cancer development and progression [22]. In OSCC, several miRNAs have been reported to be associated with development and progression [22,23,24]. We have also reported several miRNAs that affect tumor growth in OSCC, including miR-361-3p and miR-1289 [25,26]. In addition, miRNAs are potential biomarkers owing to their up- and downregulation due to the nature of cancer. Therefore, this study aimed to explore novel biomarkers for predicting latent cervical LNM and examine their functions by quantifying the expression of miRNAs involved in migration and proliferation.

## 2. Materials and Methods

### 2.1. Patient Samples

Thirty primary OSCC tissue samples were collected from patients diagnosed with tongue eOSCC at the Department of Oral and Maxillofacial Surgery, Ehime University Hospital, between March 2006 and October 2020. Of these patients, 15 had latent cervical LNM, and the remaining patients without cervical LNM were followed up for at least 2 years after initial treatment. Patients with and without LNM did not significantly differ in terms of age, sex, T classification, and clinical stage, except for the differentiation-based histopathological grade according to the WHO classification (Supplementary Table S1). This study was approved by the Institutional Review Board of the Ehime University Hospital (1712017).

### 2.2. Cells and Cell Culture

We used four human OSCC cell lines (SAS-L1, HSC2, HSC3, and Ca9-22) and a human immortalized keratinocyte cell line (HaCaT) supplied by the RIKEN BioResource Research Center through the National Bio-Resource Project of the MEXT/AMED, Japan. All cell lines were maintained in DMEM (Fujifilm Wako, Osaka, Japan) supplemented with 10% FBS (Thermo Fisher Scientific, Waltham, MA, USA), 100 U/mL penicillin, and 100 μg/mL streptomycin (Fujifilm Wako), referred to as “complete medium”. Cells were maintained in an incubator with a humidified atmosphere of 95% air and 5% CO_2_ at 37 °C. The authenticity of these cells was verified using short tandem repeat profiling (Bex, Tokyo, Japan).

### 2.3. Total RNA Extraction

Total RNA was isolated by lysing cells and tissues after homogenization with the use of a TissueLyser (Qiagen, Hilden, Germany) and ISOGEN reagent (Nippon Gene, Tokyo, Japan), following to the manufacturer’s protocol. Briefly, tissues were obtained from biopsy or surgical materials, put in a sterile 2 mL tube with 0.5 mL of ISOGEN, and stored at −80 °C. The total RNA concentration was quantified using a Qubit Fluorometer (Thermo Fisher Scientific) and stored at −80 °C until use.

### 2.4. miRNA Microarray

For miRNA expression in OSCC tissues, 500 ng of total RNA was used to generate biotin-labeled miRNAs, using an Affymetrix FlashTag^TM^ Biotin HSR RNA Labeling Kit (Thermo Fisher Scientific), which were then hybridized to a GeneChip^TM^ miRNA4.1 Array Strip (Thermo Fisher Scientific) according to the manufacturer’s instructions. After washing and staining the array strips, the signal was developed and scanned using an Affymetrix GeneAtlas System (Thermo Fisher Scientific). The obtained CEL files were log2 transformed using Expression Console^TM^ Software v1.4 (Thermo Fisher Scientific) and then quantile normalized using GeneSpring GX 14.9.1 software (Agilent Technologies, Santa Clara, CA, USA). Subsequently, the microarray data were deposited in the Gene Expression Omnibus database (GEO; GSE241289) according to the minimum information about a microarray experiment (MIAME) guidelines.

### 2.5. RT-qPCR

To examine the expression levels of miRNAs, cDNA was synthesized from 10 ng of total RNA using a TaqMan^TM^ Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific), according to the manufacturer’s instructions. Subsequently, PCR amplification was conducted in a 20 µL final reaction volume containing 1 µL of cDNA, 10 µL of TaqMan^TM^ Universal Master Mix II without UNG, 1 µL of TaqMan^TM^ Advanced MicroRNA Assays (miR-375-3p, miR-6746-5p, and miR-191-5p), and 8 µL of RNase-free water. The thermal-cycling conditions were a PCR initial activation step of 50 °C for 20 min and then 95 °C for 15 min followed by 40 cycles of 94 °C for 15 s and 60 °C for 1 min using a ViiA 7 (Thermo Fisher Scientific). The relative expression levels of miRNAs were evaluated using the comparative threshold cycle (Ct) method with miR-191-5p as an internal control (ΔΔCt method).

### 2.6. Digital PCR

To quantify miRNA expression levels, PCR amplification was carried out in a 15 µL final reaction volume containing 1.5 µL of cDNA, 7.5 µL of QuantStudio™ 3D Digital PCR Master Mix v2 (Thermo Fisher Scientific), 0.75 µL of TaqMan™ Advanced MicroRNA Assays (miR-375-3p), and 5.25 µL of RNase-free water. We injected 14.5 µL of the mixtures into a QuantStudio™ 3D Digital PCR 20 K Chip Kit v2 using a QuantStudio™ 3D Digital PCR Chip Loader. The chip was placed in a thermal cycler (ProFlex^TM^ PCR System; Thermo Fisher Scientific); the initial PCR activation step was at 96 °C for 10 min, followed by an amplification step comprising 40 cycles at 98 °C for 30 s and 60 °C for 2 min. The signal was scanned using a QuantStudio™ 3D Digital PCR instrument (Thermo Fisher Scientific), and the number of copies were calculated using QuantStudio™ 3D AnalysisSuite™ Cloud Software v3.1 (Thermo Fisher Scientific).

### 2.7. Cell Growth Assay

We examined the effect of miRNA mimics or small interfering RNAs (siRNAs) on the growth of four human OSCC cell lines (SAS-L1, HSC2, HSC3, and Ca9-22) using a WST-8 Assay kit (Dojindo, Kumamoto, Japan). Briefly, cells (3 × 10^3^/well) were seeded into a 96-well plate (Corning Life Sciences, Corning, NY, USA) in complete medium with 20 nM of a miRIDIAN microRNA human hsa-miR-375 mimic, a miRIDIAN microRNA mimic negative control #1, 10 nM of ON-TARGETplus siRNAs (Supplementary Table S2) or ON-TARGETplus non-targeting control siRNAs (all from Dharmacon, Horizon Discovery, Cambridge, UK), and 0.3 µL of Lipofectamine RNAiMAX (Thermo Fisher Scientific) in a 100 µL final volume. After 72 h of reverse transfection, we added 10 µL of Cell Counting Kit-8 reagent (Dojindo) per well. Two hours later, measurements were taken at 450–620 nm using an SH-1300Lab microplate reader (Corona Electric, Hitachinaka, Japan).

### 2.8. Cell Migration Assay

We examined the effect of miRNA mimics or siRNAs on the migration of four human OSCC cells (SAS-L1, HSC2, HSC3, and Ca9-22) using a CytoSelect™ 24-well Cell Migration Assay kit (Cell Biolabs, San Diego, CA, USA). The assay contained polycarbonate membrane inserts (8 µm pore size) in a 24-well plate. Cells (1.0 × 10^6^) were seeded in a 60 mm dish (Corning Life Sciences) and treated with 0.3% Lipofectamine RNAiMAX and 20 nM of a miRIDIAN microRNA human hsa-miR-375 mimic, a miRIDIAN microRNA mimic negative control #1, and 10 nM of ON-TARGETplus siRNAs (Supplementary Table S2) or ON-TARGETplus non-targeting control siRNAs. After 24 h of reverse transfection, a polycarbonate membrane insert was placed on a 24-well plate, and then 1.0 × 10^6^ transfected cells were seeded on top of the insert in serum-free DMEM. Thereafter, DMEM containing 10% FBS was added to the lower chamber to obtain an FBS concentration gradient. Non-migratory cells were removed from the top of the membrane, the migratory cells were stained, and their stained areas were randomly selected (*n* = 6) and analyzed using an inverted fluorescence phase-contrast microscope (BZ-X810; Keyence, Osaka, Japan).

### 2.9. Xenograft Model

We examined the effect of miR-375-3p in vivo growth. SAS-L1 cells (1.0 × 10^6^) were seeded in a 100 mm dish (Corning Life Sciences) and treated with 0.3% Lipofectamine RNAiMAX and 20 nM of a miRIDIAN microRNA human hsa-miR-375 mimic or a miRID-IAN microRNA mimic negative control #1 (Dharmacon, Horizon Discovery). After 24 h of reverse transfection, the cells were harvested and injected subcutaneously at two sites in the flanks of 5-week-old male Balb/c athymic nude mice (CLEA Japan, Tokyo, Japan) at a density of 1.5 × 10^6^ treated cells per 150 μL of plain DMEM. Tumor diameter was measured every three days starting one week after injection using digital calipers, and tumor volume (mm^3^) was calculated using the following formula: length × width × height × 0.523. Twenty-two days after injection, the xenografts were dissected and we measured the tumor weight by using an electronic balance (ATX224, Shimadzu, Kyoto, Japan).

### 2.10. Microarray and Pathway Analysis

We examined the molecular functions of miR-375-3p in four human OSCC cell lines (SAS-L1, HSC2, HSC3, and Ca9-22) with the use of a microarray and Ingenuity Pathway Analysis (IPA, Qiagen). Cells (3.0 × 10^5^) were seeded in 60 mm dishes and supplemented with 0.3% Lipofectamine RNAiMAX and 20 nM of an miRIDIAN microRNA human hsa-miR-375 mimic or an miRIDIAN microRNA mimic negative control #1 (Dharmacon, Horizon Discovery). After 48 h, total RNA was extracted from the cells. Subsequently, we used 100 ng of total RNA to generate biotin-labeled cRNA using the Affymetrix GeneChipTM 3′ IVT PLUS Reagent Kit (Thermo Fisher Scientific), and then cRNA was hybridized to the Affymetrix Human Genome U-219 Array Strips (Thermo Fisher Scientific) according to the manufacturer’s instructions. After washing and staining the array strips, scanning was performed using an Affymetrix GeneAtlas System (Thermo Fisher Scientific). Data analysis was performed by using GeneSpring GX 14.9.1 software (Agilent Technologies). The robust multichip average method, which uses background correction and normalization, was used. The data were deposited in the GEO database (GSE240389) according to the MIAME guidelines. Furthermore, the results were analyzed using IPA core analysis and a microRNA target filter (Qiagen). To identify potential target genes associated with the studied phenotype, Gene Set Enrichment Analysis (GSEA) was conducted with the array data. A result was considered statistically significant if the false discovery rate (FDR) < 25% (<0.25) or a *p*-value < 0.05.

### 2.11. Statistics

All in vitro experiments were performed in triplicate and repeated thrice. ANOVA was used to test the differences between three or more groups, and Student’s *t*-test was used to test the differences between two groups. Statistical analyses were performed using GraphPad Prism 9.5 (GraphPad Software, San Diego, CA, USA). *p* < 0.05 was considered significant. All data are presented as the mean ± standard deviation (SD); SD is indicated by error bars in the graphs.

## 3. Results

### 3.1. Identification of miRNAs Related to Latent Cervical LNM in Primary eOSCC Tissues

First, we attempted to identify miRNAs whose expression was significantly altered in relation to cervical LNM in primary eOSCC tissues using a miRNA microarray. Using GeneChip miRNA 4.1 Array Strips, we found 82 miRNAs that were expressed in primary eOSCC tissues with a more than two-fold change compared with the adjacent normal oral mucosa. Of these miRNAs, 33 were significantly upregulated (Supplementary Table S3), and 49 were downregulated (Supplementary Table S4). Furthermore, among these 82 miRNAs, the downregulation of miR-375-3p and miR-6746-5p was associated with latent LNM (Figure 1A). The expression levels of miR-375-3p were lowest in primary eOSCC tissues with latent LNM (Figure 1B).

Next, using RT-qPCR, we quantified the expression levels of miR-375-3p and miR-6746-5p in primary OSCC tissues. Similar to the results of the miRNA microarray analysis, miR-375-3p was significantly downregulated in primary eOSCC tissues with latent cervical LNM (Figure 1C). In contrast, the expression of miR-6746-5p was not detected in most primary eOSCC tissues using RT-qPCR. Subsequently, the expression levels of miR-375-3p in primary eOSCC tissues were quantified using dPCR. The dPCR results showed a more significant difference relative to the results obtained by RT-qPCR (Figure 1D). When the reference value for predicting latent cervical LNM was set to less than 58.0 copies based on the receiver operating characteristic curve, the sensitivity, specificity, accuracy, and area under the curve (AUC) were 80, 100, and 90%, and 0.942, respectively (Figure 1E). These results suggest that the expression level of miR-375-3p is a useful predictor of latent cervical LNM in eOSCC.

### 3.2. Expression and Function of miR-375-3p in Human OSCC Cells In Vitro

We examined the expression of miR-375-3p in OSCC cells. The expression levels of miR-375-3p in the four human OSCC cell lines (SAS-L1, HSC2, HSC3, and Ca9-22) and HaCaT cells were quantified using RT-qPCR. High miR-375-3p expression was observed in HaCaT cells, which represented normal epithelial cells. In contrast, miR-375-3p expression was not detected in any of the tested human OSCC cell lines (Figure 2).

To elucidate the function of miR-375-3p in the growth of human OSCC cells, we introduced an miR-375-3p mimic into SAS-L1, HSC2, HSC3, and Ca9-22 cells that did not express miR-375-3p. The WST-8 assay was used to evaluate the proliferation of OSCC cells. In all human OSCC cell lines, a significant growth inhibitory effect was observed in the miRNA-375-3p mimic-transfected and overexpressing cells compared with that in the non-targeting miRNA mimic (miR-NT) used as a negative control (Figure 3).

Subsequently, we examined the effect of the miR-375-3p mimic on the migration of OSCC cells using a transwell chamber assay. miR-373-3p overexpression significantly suppressed the migration of SAS-L1, HSC2, HSC3, and Ca9-22 cells by 97.3, 92.7, 51.4, and 92.5%, respectively (Figure 4A,B).

### 3.3. Effect of miR-375-3p Mimic on In Vivo Growth

The effect of miR-375-3p mimics on the in vivo growth of human OSCC cells was investigated in a mouse xenograft model. SAS-L1 cells were chosen for the in vivo assay due to their stable tumorigenicity compared to the other OSCC cells utilized. The study revealed a significant reduction in the size and weight of subcutaneously xenografted SAS-L1 tumors in the miR-375-3p mimic group compared to the control group (Figure 5). Throughout the administration of miR-375-3p mimics, there were no observed reductions in food intake or body weight in the mice.

### 3.4. Target Gene Candidates and Pathways of miR-375-3p in Human OSCC Cells

To elucidate the molecular mechanisms underlying the growth- and migration-inhibitory effects of miR-375-3p in human OSCC cells, we identified its target genes and pathways using microarray analysis, the IPA microRNA target filter, and IPA core analysis (Figure 6A). The analyses were performed with the total RNA that was extracted from the four human OSCC cell lines after transfection with miR-375-3p or the miR-NT mimic for 48 h. 

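SAS-L1, HSC2, HSC3 and Ca9-22 are established cell lines grown from human OSCC. Each line received 20 nM of a synthetic miR-375-3p mimic or 20 nM of the miR-NT mimic, a negative control without a target. The experiment comprised 8 Affymetrix Human Genome U219 arrays, 1 for each cell line and condition, so each condition had 4 arrays from 4 different lines. The paper's methods name the GeneChip 3′ IVT PLUS kit for labeling the RNA, whereas the sample labels name the GeneAtlas 3′ IVT Express kit. The authors summarized the scanner signals by the robust multichip average (RMA) in GeneSpring GX 14.9.1. The deposited values are log2 signals of 49386 probe sets and are not centred on a control. The medians of the 8 arrays lay between 4.96 and 5.00 on the log2 scale. A single gene symbol was given for 45259 probe sets, several symbols for 1327 and none for 2800. The probe sets with 1 symbol stood for 18239 genes, and 11823 of these genes had more than 1 probe set. Each gene was read from its probe set with the highest mean signal over the 8 arrays, without a filter on dim signals. Each mimic array was compared with the miR-NT array of its own cell line in limma, with the cell line as a block and p-values adjusted by Benjamini-Hochberg over the 18239 genes. A gene is said below to have risen or fallen where its adjusted p was under 0.05. Log2 differences are the mimic minus miR-NT, as the mean of the 4 lines with their SD. Probe sets of the types _x_at and _s_at can also bind related transcripts, which applies to many of the genes given, among them QKI, YAP1, CHSY1, YWHAZ, KRT8, TUBA1A, ID2 and DNASE2. The paper's statistics section states triplicates for in vitro experiments in general. Here each line had 1 array per condition, so no line was tested by itself and the 4 pairs limit the precision. A fit with 1 line left out has fewer arrays, so a call lost in it need not rest on that line.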

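With the miR-375-3p mimic, 946 of the 18239 genes fell and 1342 rose across the 4 OSCC cell lines. The falls included the larger changes, since 186 genes fell by more than 2-fold on the mean of the lines and 43 rose by more than 2-fold. The largest fall was that of PSIP1, a chromatin-binding coactivator, which was 7.53-fold lower with a log2 difference of -2.91 ± 0.62 (SD, n = 4 cell lines; limma adjusted p = 0.00397). QKI, an RNA-binding regulator of splicing, was 6.21-fold lower, and MAT2B, a regulatory subunit of the enzyme that makes S-adenosylmethionine, was 5.71-fold lower. TBC1D5, a regulator of membrane trafficking, was 5.32-fold lower, and WWC2, a cytoplasmic protein of Hippo signaling, was 5.00-fold lower. Among enzymes of lipid metabolism, the fatty acid elongase ELOVL6 was 4.48-fold lower and the sphingomyelin synthase SGMS2 was 4.15-fold lower. The keratin KRT8 was 4.04-fold lower on the mean, but its log2 difference ran from -0.26 in HSC2 to -3.67 in Ca9-22 and its adjusted p rose above the threshold without SAS-L1 (0.105), HSC3 (0.134) or Ca9-22 (0.0975).
The largest rise was that of the tubulin TUBA1A, which was 3.43-fold higher with a log2 difference of 1.78 ± 0.82 (SD, n = 4 cell lines; limma adjusted p = 0.0158). Its adjusted p was 0.0678 without HSC2 and 0.0555 without Ca9-22. The stress-induced cytokine GDF15 was 3.28-fold higher (adjusted p = 0.0597 without HSC2 and 0.0930 without Ca9-22), and the membrane glycoprotein GPNMB was 2.91-fold higher (adjusted p = 0.0606 without HSC2). Without HSC2 the log2 difference of GDF15 was 1.99, against 1.71 on all 4 lines, so that call was lost although the change was larger. MYLIP, a ubiquitin ligase that acts on the LDL receptor, was 2.78-fold higher, and the lysosomal nuclease DNASE2 was 2.63-fold higher. The transcriptional regulator ID2 was 2.71-fold higher on the mean, with log2 differences from 0.04 in HSC3 to 2.16 in SAS-L1, and did not pass the test without SAS-L1 (adjusted p = 0.114), HSC2 (0.158) or Ca9-22 (0.136).
In SAS-L1, HSC2, HSC3 and Ca9-22 taken singly, 107, 213, 402 and 369 genes were more than 2-fold lower, with no test within a line. The number of genes more than 2-fold lower in each of the 4 lines was 51, where independent lists would share 5.57e-04 genes. DNASE2, GPNMB, PHYH and RNFT1, the last named after its values were seen, were more than 2-fold higher in each line. Independent lists would share 3.49e-05 such genes, so the rises too were shared beyond independence. The number of genes more than 2-fold higher in each line was 2 with array medians subtracted or with the mean of a gene's probe sets. It was 6 to 13 with 1 line left out, which can only keep or raise such a count. Fig. 6A names a fold and a p threshold, and read here as a mean fall over 2-fold with an unadjusted limma p under 0.05 and a lower signal in every line, they gave 190 genes. With the mean of a gene's probe sets, 118 genes met this reading and 31 were more than 2-fold lower in each line.

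**Figure D1:**
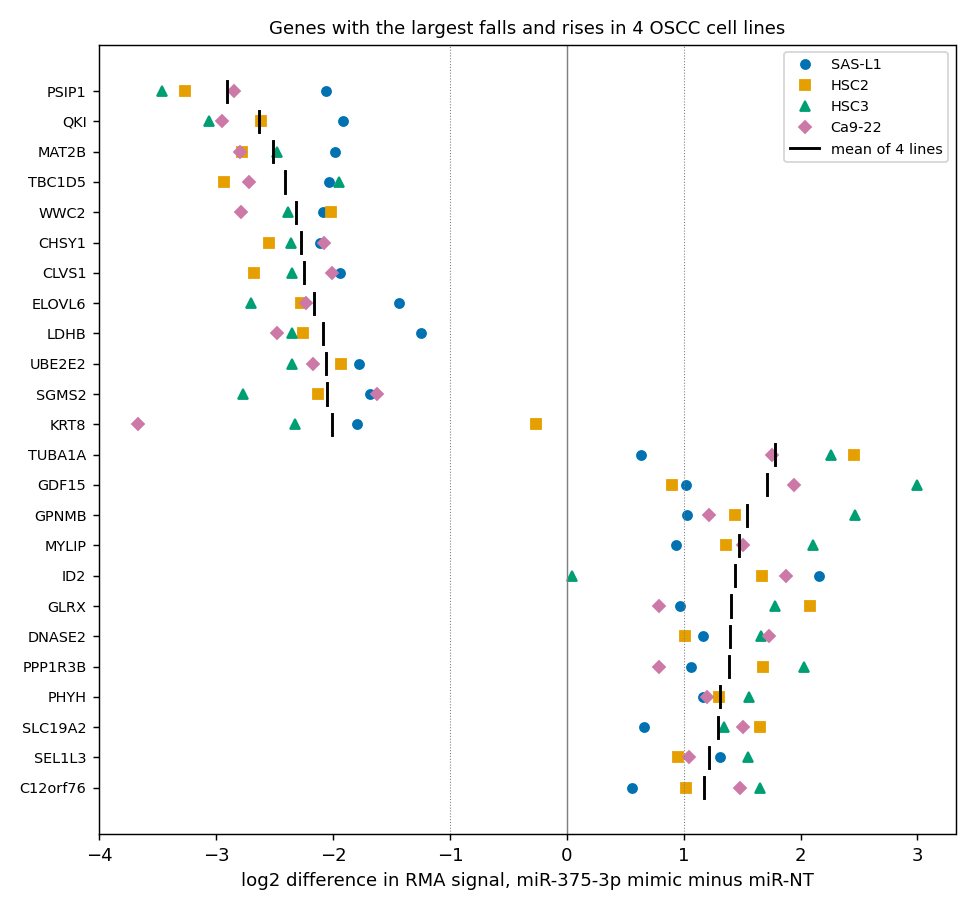
Log2 difference in RMA signal between the miR-375-3p mimic and miR-NT (horizontal axis) for the 12 genes with the largest falls and the 12 with the largest rises, chosen among genes past the test and changed the same way in all 4 lines. Each symbol is the difference between 2 arrays of 1 cell line, black bars are means of the 4 lines, and dotted lines mark 2-fold changes. PSIP1 lies farthest to the left with a mean of -2.91, and the 4 lines spread most for KRT8.

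The counts rest on the pairing by line, since without the block limma called 6 genes lower and 0 higher, with 584 and 590 at an unadjusted p under 0.05. They were also lower on 3 lines, at 350 and 318 without HSC2, 534 and 569 without HSC3, and 537 and 625 without Ca9-22. Without SAS-L1, 858 genes rose and 132 were more than 2-fold lower in each line, a count that cannot drop when a line is left out.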

The expression levels of 266 genes were downregulated by miR-375-3p overexpression in all human OSCC cell lines tested (Supplementary Table S5). 

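Of the 37 target gene candidates that the paper names in its text and figures, 35 were matched to a named probe set and the other 2 were not analysed here. With the mimic, 33 of the 35 fell, none rose, and ASF1A and TIMM8A did not pass the test. The signal was lower in each of the 4 lines for all 35. The study had chosen these genes on the same arrays because they were lower, so this count is not independent evidence of the direction. The fall exceeded 2-fold on the mean of the lines for 29 genes and in each line for 12. After QKI, the chondroitin synthase CHSY1 was 4.84-fold lower, with a log2 difference of -2.27 ± 0.22 (SD, n = 4 cell lines; limma adjusted p = 0.00237). The lactate dehydrogenase subunit LDHB was 4.24-fold lower and the ubiquitin-conjugating enzyme UBE2E2 was 4.17-fold lower. MTDH, known as a promoter of tumor cell survival and invasion, was 3.75-fold lower, and YAP1, the transcriptional coactivator at the end of Hippo signaling, was 3.74-fold lower. PLEKHA3, POC1B and PIP4P2, called TMEM55A in the paper, were 3.48-fold, 2.14-fold and 2.45-fold lower. The peroxidase PRDX1 was 2.30-fold lower and the oligosaccharyltransferase subunit RPN1 was 2.35-fold lower. The falls of PAQR3, DEK and ATPAF1 were below 2-fold in the brightest probe set, at 1.94-fold, 1.83-fold and 1.45-fold. In the probe set of each gene with the largest fall they were 2.10-fold, 2.03-fold and 2.01-fold. Without HSC2, DEK (adjusted p = 0.0629), ATPAF1 (0.111) and RPN1 (0.0548) did not pass the test, nor did RPN1 (0.0577) and ATPAF1 (0.0772) without HSC3 or ATPAF1 (0.0650) without Ca9-22. The log2 differences of DEK, ATPAF1 and RPN1 without HSC2 were -0.88, -0.53 and -1.37, against -0.87, -0.54 and -1.23 on all 4 lines.
SAS-L1 showed the smallest difference of the 4 lines for 30 of the 35 candidates, where equal lines would give 8.75. The median log2 difference of the 35 genes was -0.87 in SAS-L1, -1.36 in HSC2, -1.42 in HSC3 and -1.71 in Ca9-22.

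**Figure D2:**
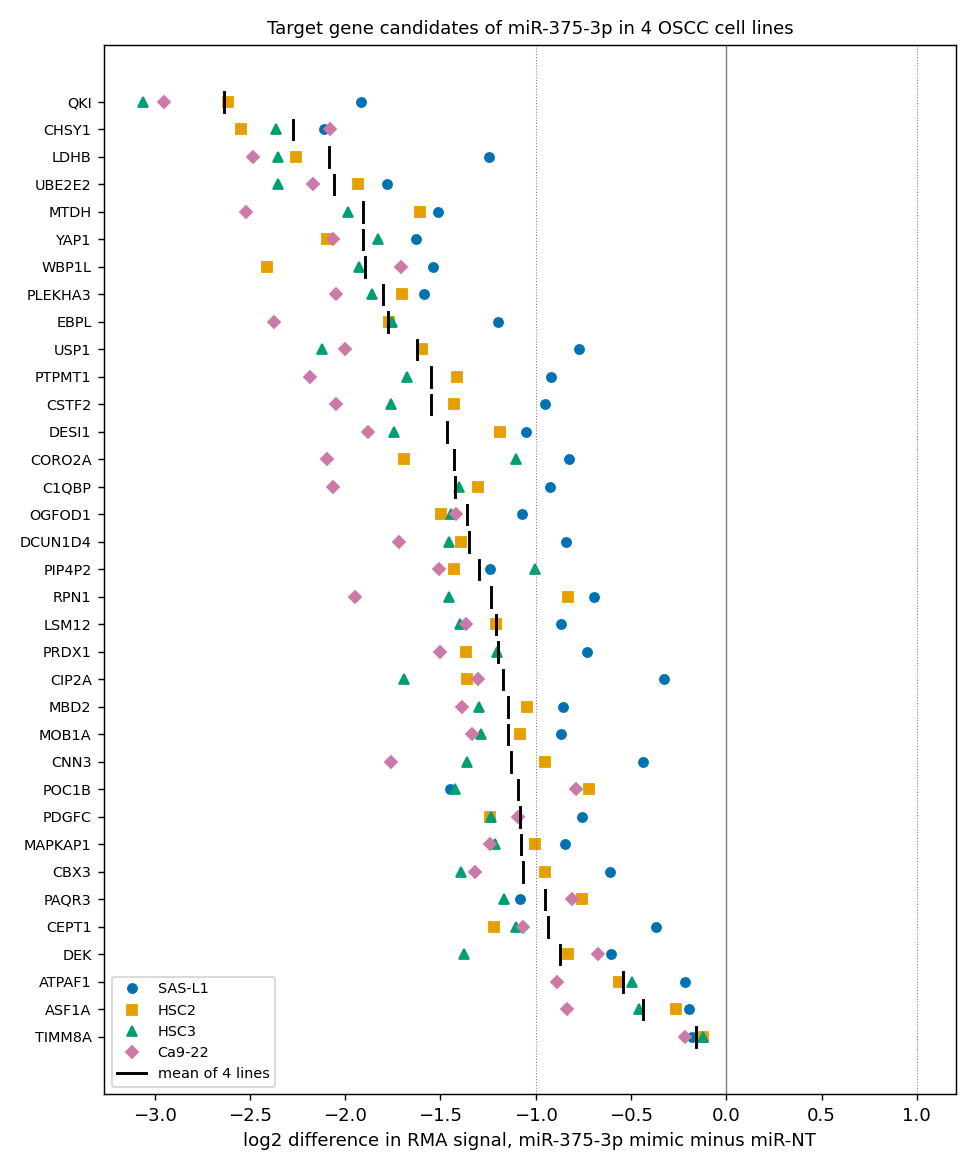
Log2 difference in RMA signal between the miR-375-3p mimic and miR-NT (horizontal axis) for the 35 measured target gene candidates, ordered by their mean. Each symbol is the difference between 2 arrays of 1 cell line, black bars are means of the 4 lines, and dotted lines mark 2-fold changes. All symbols lie below 0, and those of SAS-L1 lie nearest to 0 for 30 genes.

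Of the 19 candidates named in the running text, a list that the study also chose on these arrays, 18 were measured and 17 fell, or 18 when adjusted over the list alone. Their median log2 difference was -1.22 (limma's camera, adjusted p = 8.07e-22 with a preset correlation and adjusted p = 0.425 with an estimated correlation). The estimated setting has few degrees of freedom on these arrays and is hard for any list to pass. Without the block for cell line, limma called 2 of the 35 candidates lower, and with the block it called 33 without SAS-L1, 25 without HSC2 and 29 without HSC3 or Ca9-22. Probe sets of a gene did not always move together, and 1 probe set each of MBD2 and PAQR3 had a mean difference above 0, at 0.02 and 0.03. Both were dim, with miR-NT means of 3.91 and 3.52, where the lower quartile of all probe sets was 3.89. A fall could hardly be seen in them. Dimness does not cover every case, since 1 brighter probe set each of MBD2 and QKI was also flat. Their miR-NT means of 5.51 and 5.08 lay above 5.01, the median of all probe sets, and their log2 differences were -0.07 and -0.05. Of the 4 probe sets of MBD2, 2 fell, and of the 6 of QKI, 5 fell.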

The IPA microRNA target filter showed that 37 genes had the target sequences of miR-375-3p in their 3′-UTR (Supplementary Table S6). Furthermore, IPA core analysis using these target genes indicated that miR-375-3p overexpression suppressed the expression of genes involved in activating the PI3K-AKT pathway (Figure 6B). 

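Of 50 genes of PI3K-AKT-mTOR signaling, listed before the data were examined, 44 were measured. With the mimic, 6 fell, 5 rose and 33 did not pass the test, and 7 fell and 6 rose when adjusted over the list alone. MAPKAP1, a subunit of the mTOR complex that phosphorylates AKT, was 2.11-fold lower with a log2 difference of -1.08 ± 0.19 (SD, n = 4 cell lines; limma adjusted p = 0.00401). PDGFC, a ligand of the PDGF receptors upstream of PI3K, was 2.12-fold lower. Both genes are among the target candidates that the study chose on these arrays. INPP4B, a phosphatase that removes a product of PI3K, was 1.38-fold lower with a log2 difference of -0.47 ± 0.15, a call that was lost without HSC3 (adjusted p = 0.0558) and with the mean of its probe sets (0.0626). RICTOR, which belongs to the same mTOR complex as MAPKAP1, was 1.57-fold higher with a log2 difference of 0.65 ± 0.26, a call that was lost without HSC2 (adjusted p = 0.0505) or HSC3 (0.0524). Its log2 difference was 0.72 without HSC2 and 0.63 without HSC3.
As a whole the list did not pass the test against the other genes (limma's camera, adjusted p = 0.320 with a preset correlation and adjusted p = 0.597 with an estimated correlation). Its median log2 difference was 0.05 and its mean -0.03, so the sign depended on the summary, and camera's direction was down. By line, the median was -0.05 in SAS-L1, 0.03 in HSC2, 0.05 in HSC3 and 0.02 in Ca9-22. The median was -0.01 when HSC3 was left out. From the IPA core analysis of the target gene candidates (Fig. 6B), the paper states that the mimic suppressed genes that take part in activating the pathway.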

Subsequently, we investigated whether the differentially expressed genes between the two groups, miR-NT and miR-375-3p, were biased toward a specific set of genes using GSEA. Unfortunately, GSEA did not show any changes in the expression of genes typically associated with LNM (Supplementary Table S7).

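Of 30 genes of lymphangiogenesis and lymph node homing, listed before the data were examined, 29 were measured. The list also holds genes of other cell types, such as KDR, which stood among the endothelial markers too. KDR had a miR-NT mean of 4.75, below 5.01, the median of all probe sets. For such genes a lack of change in carcinoma lines says little. With the mimic, 1 fell, 1 rose and 27 did not pass the test, also when adjusted over the list alone. PLAUR, a further member, passed as higher without SAS-L1 (log2 difference 0.52, limma adjusted p = 0.0189). The integrin subunit ITGA6, a laminin receptor of basal epithelial cells, was 2.11-fold lower with a log2 difference of -1.08 ± 0.38 (SD, n = 4 cell lines; limma adjusted p = 0.00927). S100A4, a calcium-binding protein linked to cell motility, was 1.51-fold higher with a log2 difference of 0.59 ± 0.22, and did not pass without HSC2 (adjusted p = 0.0649) or Ca9-22 (0.0514). VEGFC, the main growth factor of lymphatic vessels, had a log2 difference of -0.35 ± 0.27 and did not pass the test (adjusted p = 0.0962). The median of the list was -0.01 (limma's camera, adjusted p = 0.341), and it was 0.01 without SAS-L1 and also without HSC2.
Of 24 measured genes of the epithelial-mesenchymal transition (EMT), TWIST1 rose by 1.58-fold, none fell and 23 did not pass the test. Several were dim, and ZEB2, ZEB1, LEF1, SNAI1, MMP9 and MMP2 had miR-NT means from 3.41 to 4.94. These lie below 5.01, the median of all probe sets, which limits what fall could be seen. Without SAS-L1, JAG1 passed as lower (log2 difference -0.52, adjusted p = 0.0304) and SMAD3 as higher (0.53, adjusted p = 0.0285). SNAI2 had a log2 difference of -0.49 ± 0.32 (adjusted p = 0.0545), which passed the test when dim genes were left out (0.0390) and with another variance model (0.0417). The median of the list was -0.01 (limma's camera, adjusted p = 0.494). Of 23 genes of epithelial junctions and polarity, 3 fell and 4 rose, or 4 and 8 when adjusted over the list alone. The desmosomal cadherin DSC2 was 1.94-fold higher and CLDN4 was 1.42-fold higher, whereas CLDN1 was 1.89-fold lower. The call of CLDN4 was lost without HSC2 (adjusted p = 0.0825) or Ca9-22 (0.0609), and that of CLDN1 without SAS-L1 (0.0562), HSC2 (0.0859) or HSC3 (0.0788). The median of this list was 0.00 (limma's camera, adjusted p = 0.983).
Of 42 measured genes of cell migration, adhesion and the actin cytoskeleton, 9 fell and 2 rose, or 11 and 2 when adjusted over the list alone. The integrin subunits ITGA3 and ITGB4 were 1.76-fold and 1.88-fold lower, the actin nucleator DIAPH1 was 1.44-fold lower and the actin-binding protein CNN2 was 1.85-fold lower (adjusted p = 0.0537 without SAS-L1). The median of this list was -0.13 (limma's camera, adjusted p = 6.21e-04 with a preset correlation and adjusted p = 0.597 with an estimated correlation).

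**Figure D3:**
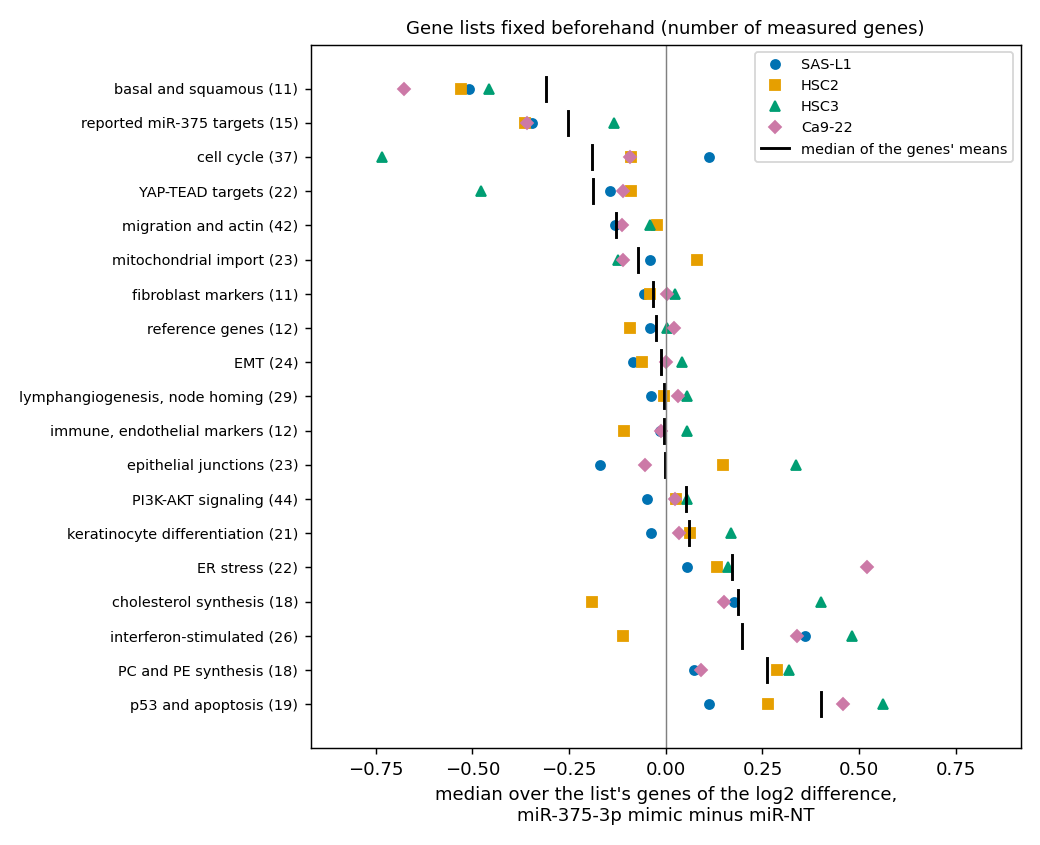
Median log2 difference between the miR-375-3p mimic and miR-NT (horizontal axis) of 19 gene lists fixed before the data were examined, with the number of measured genes in brackets. Each symbol is the median over the list's genes in 1 cell line, and black bars are medians of the genes' means over the 4 lines. The lists of EMT and of lymphangiogenesis and node homing lie at -0.01.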

### 3.5. Identification of the miR-375-3p Target Gene Candidates Involved in the Growth and Migration of Human OSCC Cells

Using an siRNA knockdown library, we examined the target gene candidates of miR-375-3p that suppress the growth and migration of human OSCC cells. In SAS-L1 cells, the knockdown of three genes (PLEKHA3, POC1B, and TMEM55A) showed significant growth inhibitory effects (Figure 7A). Similar results were obtained for SAS-L1 and HSC2 cells; however, no effect was observed in HSC3 or Ca9-22 cells (Figure 7B).

On the other hand, the knockdown of 17 genes (QKI, UBE2E2, LSM12, PLEKHA3, CORO2A, PTPMT1, CSTF2, EIF4G3, PPPDE2, RPN1, MBD2, PRDX1, KIAA1524, MOBKL1B, CNN3, CEPT1, and TIMM8A) significantly suppressed SAS-L1 cell migration (Figure 8A). Furthermore, the suppression of CEPT1 and TIMM8A expression significantly inhibited the migration of all other human OSCC cell lines, including HSC2, HSC3, and Ca9-22 (Figure 8B).

## 4. Discussion

Although the efficacy of END has been established, approximately 80% of patients may be overtreated. We believe that END should be performed more selectively based on gene expression profiles in primary OSCC tissues. Therefore, we investigated the molecules involved in latent cervical LNM in primary eOSCC tissues. Here, we focused on miRNAs associated with the development and progression of human malignancies. Several miRNAs have been reported to function as oncogenes or tumor suppressor genes in OSCC [22,23,24,25,26]. In the present study, we showed that the downregulation of miR-375-3p expression was associated with latent cervical LNM of eOSCC, and the replenishment of miR-375-3p suppressed the growth and migration of human OSCC cells.

miR-375-3p is known to act as a tumor-suppressive miRNA (TS-miRNA) in numerous types of malignant tumors, including gastrointestinal stromal tumors (GISTs), colorectal cancer (CRC), hepatocellular carcinoma, esophageal squamous cell carcinoma (ESCC), laryngeal squamous cell carcinoma (LSCC), and breast cancer (BC) [27,28,29,30,31]. In LSCC, miR-375-3p was among the downregulated miRNAs found when comparing tumor and normal tissues [30]. In CRC, miR-375-3p binds to the target gene SP1 and inhibits cell proliferation [27,32]. The expression of miR-375-3p is downregulated in ESCC tissues, and its ectopic expression significantly inhibits cell migration and invasion, suggesting that miR-375-3p functions as an anti-metastatic miRNA in ESCC cells. Furthermore, in ESCC, miR-375-3p reportedly suppresses metastasis by targeting MMP13 [31]. miR-375-3p overexpression reduces the proliferation and migration of GIST and gastric cancer cells via the AKT/mTOR signaling pathways [28,33]. Our results are consistent with those of previous reports.

In particular, miR-375-3p is reportedly associated with epithelial–mesenchymal transition (EMT). The regulation of EMT comprises a complex network that includes signal transduction pathways typical of cancer metastasis, such as TGF-β, Wnt, Notch, and Smad signaling [27]. The downregulation of miR-375-3p expression promotes EMT in human gastric cancer cells [27,34]. In CRC, miR-375-3p targets SP1 to inhibit MMP2, vimentin, snail, β-catenin, and N-cadherin [27,32]. Therefore, in recent years, miR-375-3p has attracted attention as a therapeutic target and biomarker of several types of malignant tumors. Decreased miR-375-3p expression has been found to be associated with LNM and staging in liver cancer and is expected to be a biomarker for diagnosis [27,35]. In addition, it can be used as a biomarker for predicting the prognosis of patients with ESCC and is reportedly directly proportional to patient survival [27,36].

miR-375-3p has also been reported in head and neck cancers, including OSCC, and similar to our results, decreased expression was observed in tumor areas relative to potentially malignant oral lesions or normal oral epithelial areas [37,38,39]. In OSCC, IGF1R, SLC7A11, and KLF5 are reportedly miR-375-3p target genes and are involved in cell proliferation, migration, and invasion [37,38,40,41]. The detection of miR-375-3p in saliva may be useful as a biomarker for potential malignant diseases of the oral cavity [42]. However, no reports on the association of miR-375-3p with latent cervical LNM in eOSCC are available. To our knowledge, we are the first to report the possibility that the downregulation of miR-375-3p expression in primary eOSCC tissues is associated with latent cervical LNM. Nevertheless, further external validation is required, and eOSCC cases should be prospectively collected. In fact, we are prospectively collecting samples from patients with new eOSCC, including areas other than the tongue, and observing their progress.

Through in vitro and in vivo study, we showed that miR-375-3p overexpression inhibited the growth and migration of human OSCC cells. Furthermore, we identified novel target gene candidates and examined their functions using microarray analysis, IPA, and siRNA knockdown libraries. Among the miR-375-3p target gene candidates, CEPT1 and TIMM8A knockdown suppressed the migration of all human OSCC cell lines tested in the present study. However, the role of CEPT1 in oncology is yet to be elucidated. Furthermore, TIMM8A is an oncogene whose upregulation is correlated with poor prognosis in BC [43,44]. However, TIMM8A in OSCC has not been reported. 

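CEPT1 makes phosphatidylcholine and phosphatidylethanolamine, and TIMM8A helps to import proteins into mitochondria. On the arrays, CEPT1 was 1.92-fold lower with the miR-375-3p mimic, with a log2 difference of -0.94 ± 0.39 (SD, n = 4 cell lines; limma adjusted p = 0.0136). The difference was -0.37 in SAS-L1, -1.22 in HSC2, -1.10 in HSC3 and -1.06 in Ca9-22. A further probe set of CEPT1 had a log2 difference of -1.06 ± 0.46.
The probe sets of TIMM8A differed from each other. The brighter of the pair, with a mean of 6.11 in the miR-NT arrays, had a log2 difference of -0.16 ± 0.05 and did not pass the test (adjusted p = 0.129). The dimmer, with a mean of 5.29 in the miR-NT arrays, was 2.06-fold lower with a log2 difference of -1.04 ± 0.52 (limma over all probe sets, adjusted p = 0.0220). By line, its log2 difference was -0.54 in SAS-L1, -1.28 in HSC2, -1.65 in HSC3 and -0.69 in Ca9-22. With the mimic its mean signal was 4.25, which lies below 5.01, the median of all probe sets.

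**Figure D4:**
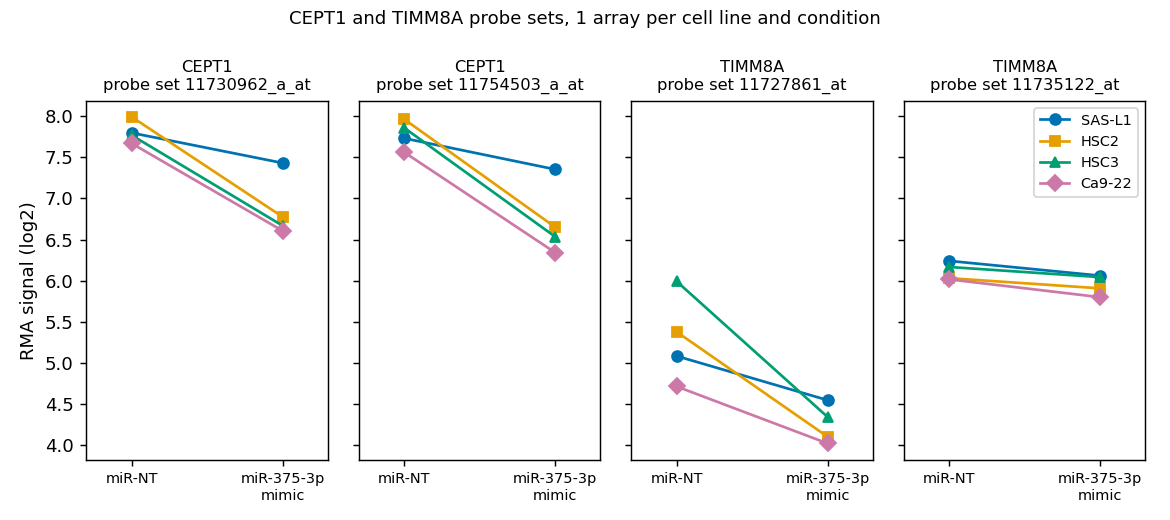
RMA signal on the log2 scale (vertical axis) of each probe set of CEPT1 and TIMM8A in the miR-NT and miR-375-3p mimic arrays. Each line joins the 2 arrays of 1 cell line. CEPT1 is lower with the mimic in each line and least so in SAS-L1, where the difference is -0.37, and the probe sets of TIMM8A differ in slope.

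Of 18 measured genes that make phosphatidylcholine and phosphatidylethanolamine, a list that holds CEPT1, 2 fell and 3 rose, or 2 and 9 when adjusted over the list alone. CHPT1, which catalyses the last step of phosphatidylcholine synthesis as CEPT1 does, was 2.78-fold lower with a log2 difference of -1.48 ± 0.28 (limma adjusted p = 0.00397). The choline kinase CHKA and the ethanolamine kinase ETNK1 were 1.54-fold and 1.47-fold higher, and ETNK1 did not pass with the mean of its probe sets (adjusted p = 0.0830). The list had a median of 0.26 (limma's camera, adjusted p = 0.188). Of 23 measured genes of mitochondrial protein import, a list that holds TIMM8A, 6 fell and 1 rose, or 6 and 2 when adjusted over the list alone. TIMM17A was 2.41-fold lower, TOMM20 was 1.76-fold lower and TIMM8B was 1.59-fold lower, whereas TIMM17B was 1.38-fold higher. This list had a median of -0.07 (limma's camera, adjusted p = 0.0182 with a preset correlation and adjusted p = 0.597 with an estimated correlation), and did not pass without HSC3 (adjusted p = 0.128) or Ca9-22 (0.0605) or with a further quantile normalization (0.0673).
The call of CEPT1 was lost without HSC2 (adjusted p = 0.0649) and without Ca9-22 (adjusted p = 0.0526). With the mean of its probe sets in place of the brightest, TIMM8A had a log2 difference of -0.60 and passed the test (adjusted p = 0.0181).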

Here, we found that CEPT1 and TIMM8A are novel target gene candidates of miR-375-3p that regulate human OSCC cell migration. However, this study has limitations in that RNA immunoprecipitation (RIP) and luciferase assays were not performed. In order to identify these genes as direct target genes of miR-375-3p, we plan to conduct further in vitro assays.

In vivo studies also showed the inhibitory effect of an miR-375-3p mimic on OSCC tumor growth. Although there were reports of cervical LNM models in nude mice, reproducibility was difficult because cervical LNM did not occur stably. In addition, this study focused on eOSCC, and when conducting research related to latent cervical LNM, it is difficult to use the animal models due to starvation and death by tumor growth within two weeks. Although we understand the importance of migration, invasion, EMT), etc., in LNM, it is believed that tumor expansion or growth at the primary site also contribute to LNM due to the tumor’s proximity to lymph flow. Therefore, we here tested the effect of an miR-375-3p mimic on the in vivo growth using a stable mouse model in our laboratory. These results showed that miR-375-3p markedly inhibited tumor growth and is likely to be involved in LNM in OSCC.

## 5. Conclusions

The downregulation of miR-375-3p expression was associated with latent cervical LNM in primary eOSCC tissues. Subsequently, the overexpression of miR-375 suppressed the growth and migration of human OSCC cells. The expression levels of miR-375-3p in primary tumor tissues appear to be a useful biomarker for predicting latent cervical LNM in eOSCC. Furthermore, miR-375-3p functions as a tumor-suppressive miRNA and may be a useful therapeutic target in OSCC.

## Figures and Tables

**Figure 1:**
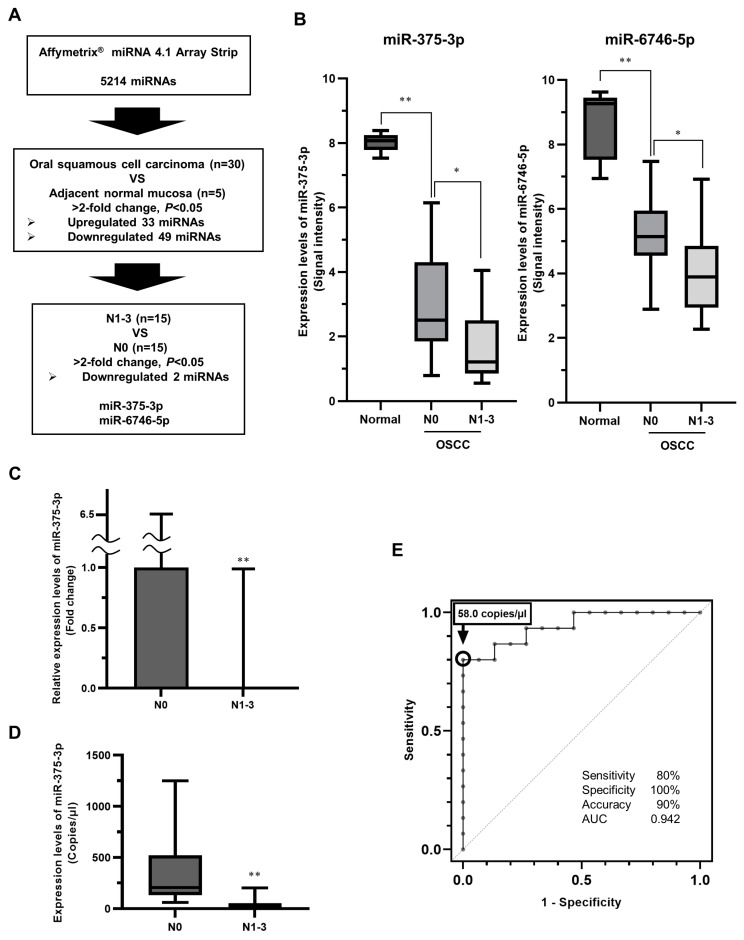
Identification of miRNAs associated with latent cervical LNM in primary eOSCC tissues. (**A**) A comprehensive expression analysis of miRNAs using microarrays identified 82 miRNAs with significantly higher than 2-fold expression changes in primary OSCC tissues compared with the adjacent normal mucosa. Furthermore, among these miRNAs, the decreased expression of miR-375-3p and miR-6746-5p was significantly associated with latent cervical LNM. (**B**) The signal intensity of miR-375-3p and miR-6746-5p expression in the miRNA4.1 array. miR-375-3p expression was significantly downregulated in primary OSCC tissues with latent cervical LNM. (**C**) miR-375-3p expression in primary OSCC tissues determined by RT-qPCR. The miR-375-3p expression level was significantly reduced in OSCC with LNM. (**D**) miR-375-3p expression in primary OSCC tissues determined by digital PCR. Comparable results were obtained with RT-qPCR. (**E**) The prediction of latent cervical LNM by the copy number of miR-375-3p. When the reference value for predicting latent cervical LNM was less than 58.0 copies based on the receiver operating characteristic curve, the sensitivity, specificity, accuracy, and area under the curve (AUC) were 80, 100, and 90%, and 0.942, respectively. * *p* < 0.05 and ** *p* < 0.01 compared with the control. miRNA, microRNA; LNM, lymph node metastasis; eOSCC, early oral squamous cell carcinoma.

**Figure 2:**
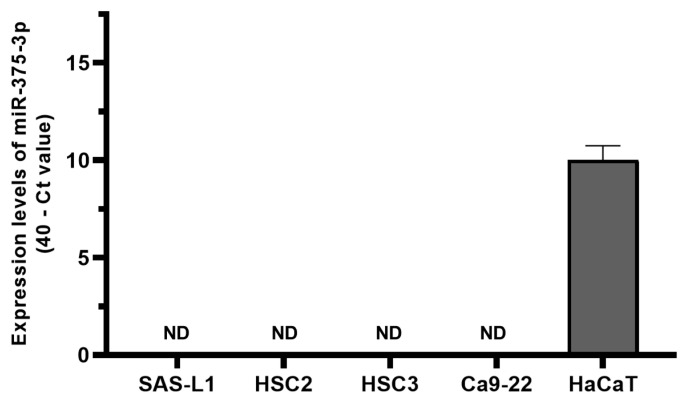
The expression levels of miR-375-3p in human OSCC cells. Four human OSCC cell lines (SAS-L1, HSC2, HSC3, and Ca9-22) and the human immortalized keratinocyte cell line HaCaT were used. The expression of miR-375-3p was not detected in SAS-L1, HSC2, HSC3, and Ca9-22 cells by RT-qPCR. ND, not detected; OSCC, oral squamous cell carcinoma.

**Figure 3:**
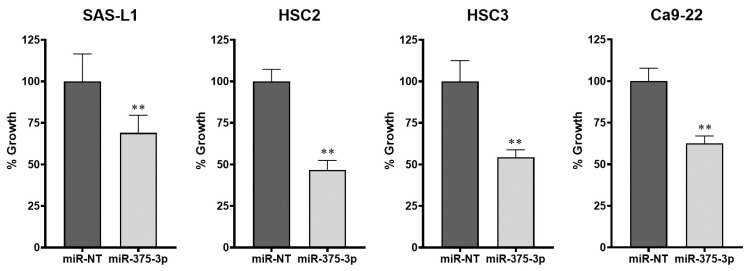
The effect of an miR-375-3p mimic on the growth of human OSCC cells. Reverse transfection was performed for 72 h to examine the growth inhibitory effect of an miR-375-3p mimic on human OSCC cells. miR-375-3p overexpression significantly inhibited the proliferation of all human OSCC cell lines. miR-NT, miR-non-target; ** *p* < 0.01 compared with the control; OSCC, oral squamous cell carcinoma.

**Figure 4:**
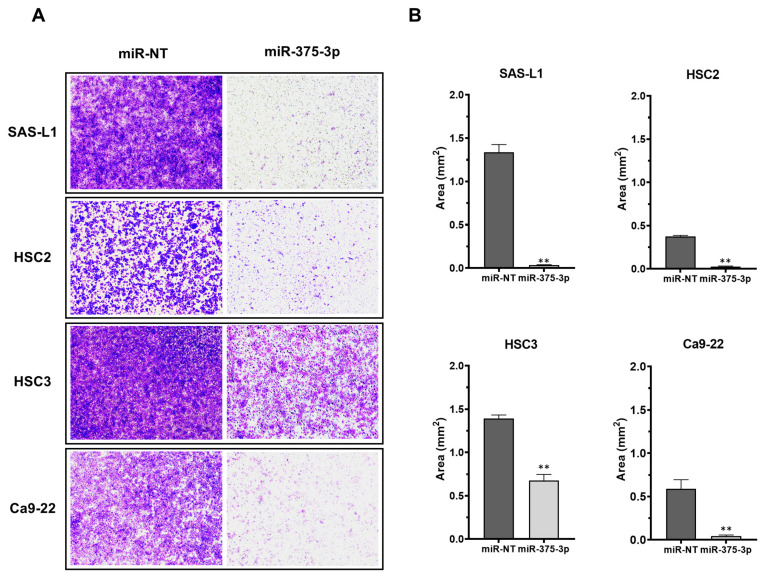
The effect of an miR-375-3p mimic on the migration of human OSCC cells. (**A**) Migratory cells at the bottom of the polycarbonate membrane were stained (×4). (**B**) miR-375-3p overexpression significantly suppressed the migration of all human OSCC cell lines. miR-NT, miR-non target; **, *p* < 0.01 compared with the control. OSCC, oral squamous cell carcinoma.

**Figure 5:**
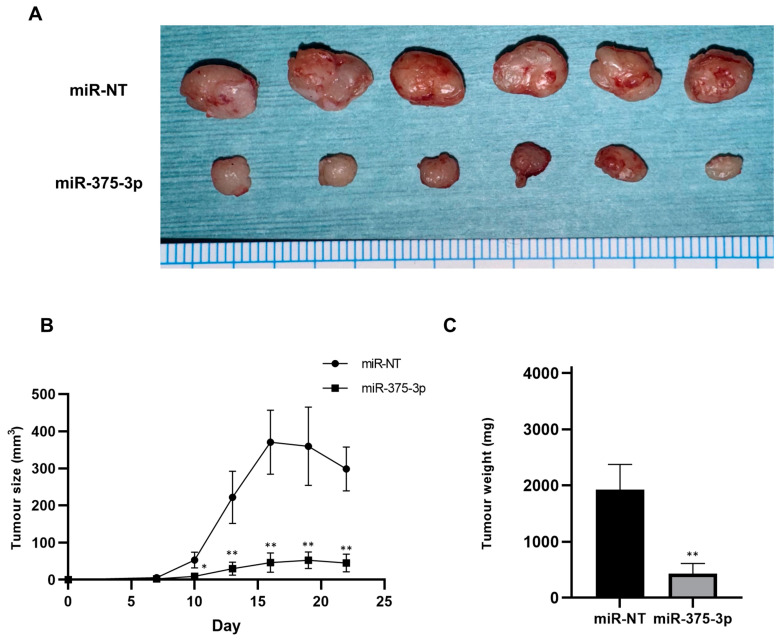
In vivo tumor growth after miR-375-3p mimic introduction. (**A**) Images of tumors that were sacrificed and excised 22 days after the injection of the miR-375-3p mimic. (**B**) Tumor volume was measured every 3 days from 1 week after tumor injection in the mice. (**C**) Tumor weight at 22 days after the first administration of the miR-375-3p mimic. * *p* < 0.05 and ** *p* < 0.01 compared to the control group. miR-NT, miR-non-target.

**Figure 6:**
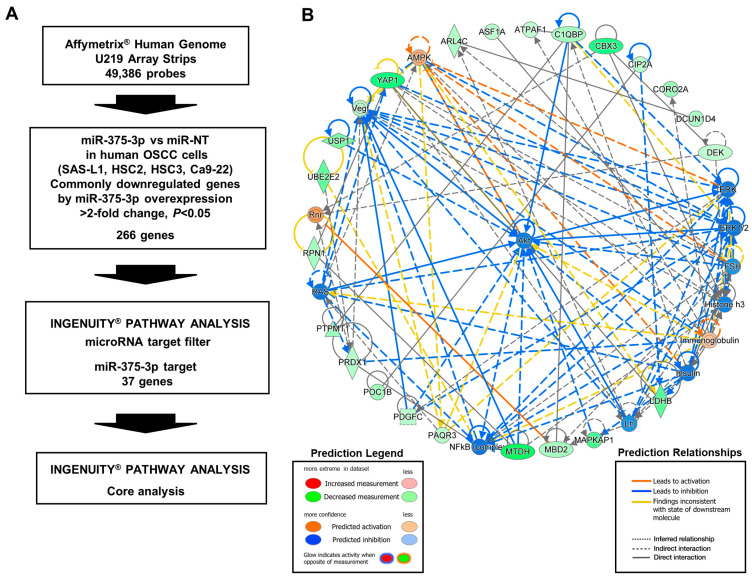
Target gene candidates and pathways of miR-375-3p in human OSCC cells. (**A**) miR-375-3p or miR-NT mimics were introduced into SAS-L1, HSC2, HSC3, and Ca9-22 cells. In microarray analysis, miR-375-3p overexpression significantly reduced the expression of 266 genes. Of these genes, the IPA microRNA target filter showed that 37 genes had the target sequences of miR-375-3p in their 3′-UTR. (**B**) IPA core analysis showed that miR-375-3p overexpression suppressed the expression of genes involved in the activation of PI3K-Akt pathways. miR-NT, miR-non-target; OSCC, oral squamous cell carcinoma; IPA, Ingenuity Pathway Analysis.

**Figure 7:**
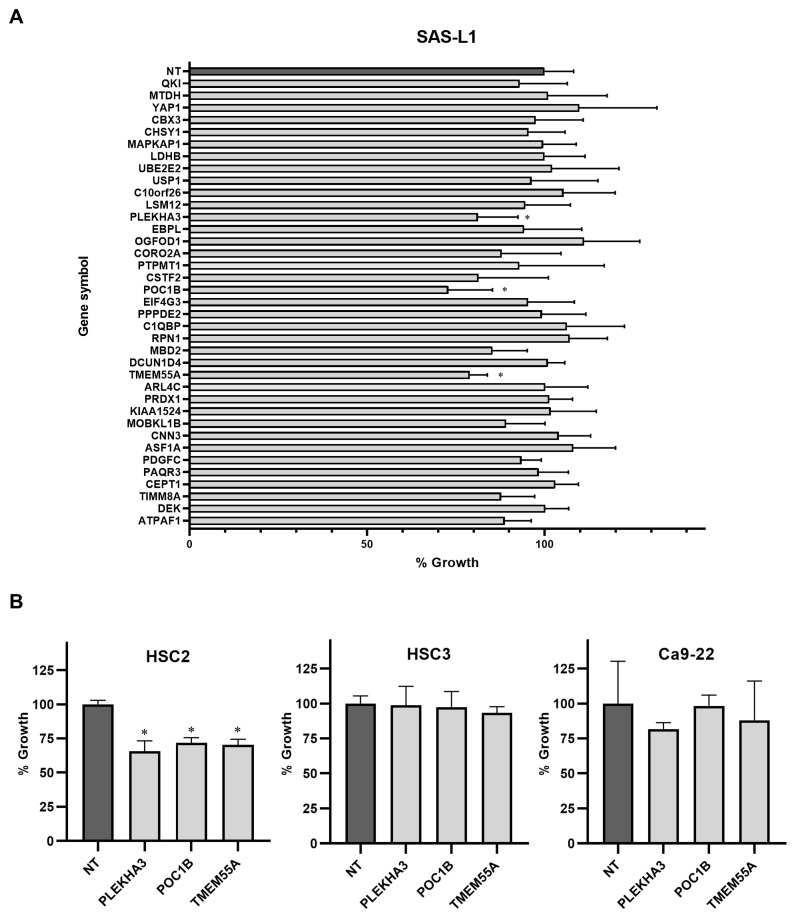
Identification of target genes involved in the growth inhibitory effect of miR-375-3p. (**A**) When we introduced siRNAs specific to miR-375-3p target genes into SAS-L1 cells, PLEKHA3, POC1B, and TMEM55A knockdown significantly suppressed the growth of these cells. (**B**) No genes were commonly involved in the growth inhibitory effect of miR-375-3p on all human OSCC cell lines. NT, non-targeting control siRNA; * *p* < 0.05 compared with the control; OSCC, oral squamous cell carcinoma; siRNA, small interfering RNA.

**Figure 8:**
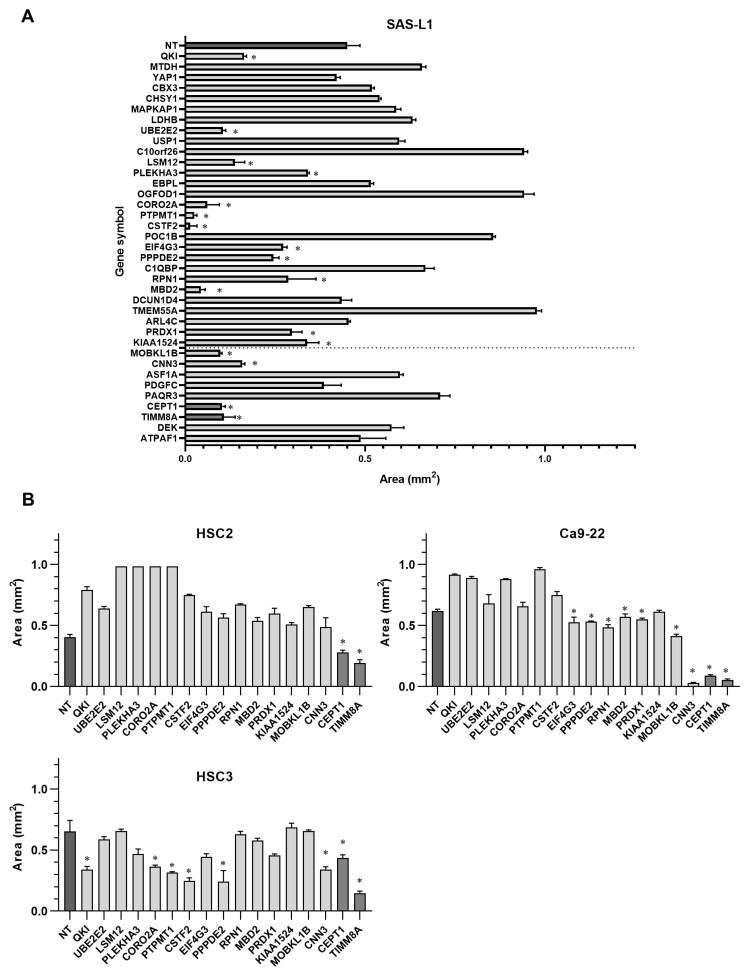
Identification of target genes involved in the migration inhibitory effect of miR-375-3p. (**A**) Cell migration was examined using siRNAs specific to miR-375-3p target genes. The knockdown of 16 genes significantly suppressed SAS-L1 cell migration. (**B**) CEPT1 and TIMM8A knockdown commonly inhibited the migration of all human OSCC cells. NT, non-targeting control siRNA; * *p* < 0.05 compared with the control; OSCC, oral squamous cell carcinoma; siRNA, small interfering RNA.

## Data Availability

The data supporting the reported results can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240389, released on 13 August 2023, and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241289, released on 22 August 2023.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers16081492/s1, Table S1: Clinicopathological parameters of patients with oral squamous cell carcinoma in this study; Table S2: ON-TARGETplus small interfering RNAs specific for miR-375-3p target genes; Table S3: Upregulated microRNAs in primary oral squamous cell carcinoma tissues; Table S4: Downregulated microRNAs in primary oral squamous cell carcinoma tissues; Table S5: Genes regulated by miR375-3p in human oral squamous cell carcinoma cells. Table S6: Target gene candidates of miR-375-3p in human oral squamous cell carcinoma cells. Table S7: GSEA in phenotype with miR-375-3p mimic.

## References

[1] Sung H., Ferlay J., Siegel R.L., Laversanne M., Soerjomataram I., Jemal A., Bray F. (2021). Global Cancer Statistics 2020: GLOBOCAN Estimates of Incidence and Mortality Worldwide for 36 Cancers in 185 Countries. CA Cancer J. Clin..

[2] Chamoli A., Gosavi A.S., Shirwadkar U.P., Wangdale K.V., Behera S.K., Kurrey N.K., Kalia K., Mandoli A. (2021). Overview of oral cavity squamous cell carcinoma: Risk factors, mechanisms, and diagnostics. Oral. Oncol..

[3] Almangush A., Mäkitie A.A., Triantafyllou A., de Bree R., Strojan P., Rinaldo A., Hernandez-Prera J.C., Suárez C., Kowalski L.P., Ferlito A. (2020). Staging and grading of oral squamous cell carcinoma: An update. Oral. Oncol..

[4] Brandwein-Gensler M., Smith R.V., Wang B., Penner C., Theilken A., Broughel D., Schiff B., Owen R.P., Smith J., Sarta C. (2010). Validation of the histologic risk model in a new cohort of patients with head and neck squamous cell carcinoma. Am. J. Surg. Pathol..

[5] Ganly I., Patel S., Shah J. (2012). Early stage squamous cell cancer of the oral tongue—Clinicopathologic features affecting outcome. Cancer.

[6] Kurokawa H., Yamashita Y., Takeda S., Zhang M., Fukuyama H., Takahashi T. (2002). Risk factors for late cervical lymph node metastases in patients with stage I or II carcinoma of the tongue. Head Neck.

[7] de Bree R., Takes R.P., Castelijns J.A., Medina J.E., Stoeckli S.J., Mancuso A.A., Hunt J.L., Rodrigo J.P., Triantafyllou A., Teymoortash A. (2015). Advances in diagnostic modalities to detect occult lymph node metastases in head and neck squamous cell carcinoma. Head Neck.

[8] Xie Y., Shen G. (2018). Association of neck dissection with survival for early stage N0 tongue cancer: A SEER population-based study. Medicine.

[9] D’Cruz A.K., Vaish R., Kapre N., Dandekar M., Gupta S., Hawaldar R., Agarwal J.P., Pantvaidya G., Chaukar D., Deshmukh A. (2015). Elective versus Therapeutic Neck Dissection in Node-Negative Oral Cancer. N. Engl. J. Med..

[10] Abu-Ghanem S., Yehuda M., Carmel N.N., Leshno M., Abergel A., Gutfeld O., Fliss D.M. (2016). Elective Neck Dissection vs Observation in Early-Stage Squamous Cell Carcinoma of the Oral Tongue With No Clinically Apparent Lymph Node Metastasis in the Neck: A Systematic Review and Meta-analysis. JAMA Otolaryngol. Head Neck Surg..

[11] de Bree R., Takes R.P., Shah J.P., Hamoir M., Kowalski L.P., Robbins K.T., Rodrigo J.P., Sanabria A., Medina J.E., Rinaldo A. (2019). Elective neck dissection in oral squamous cell carcinoma: Past, present and future. Oral. Oncol..

[12] Hanai N., Asakage T., Kiyota N., Homma A., Hayashi R. (2019). Controversies in relation to neck management in N0 early oral tongue cancer. Jpn. J. Clin. Oncol..

[13] Hiraki A., Fukuma D., Nagata M., Shiraishi S., Kawahara K., Matsuoka Y., Nakagawa Y., Yoshida R., Tanaka T., Yoshitake Y. (2016). Sentinel lymph node biopsy reduces the incidence of secondary neck metastasis in patients with oral squamous cell carcinoma. Mol. Clin. Oncol..

[14] Matsuzuka T., Tsukahara K., Yoshimoto S., Chikamatsu K., Shiotani A., Oze I., Murakami Y., Shinozaki T., Enoki Y., Ohba S. (2023). Predictive factors for dissection-free sentinel node micrometastases in early oral squamous cell carcinoma. Sci. Rep..

[15] Hasegawa Y., Tsukahara K., Yoshimoto S., Miura K., Yokoyama J., Hirano S., Uemura H., Sugasawa M., Yoshizaki T., Homma A. (2021). Neck dissections based on sentinel lymph node navigation versus elective neck dissections in early oral cancers: A randomized, multicenter, and noninferiority trial. J. Clin. Oncol..

[16] Fransen M.F., Schoonderwoerd M., Knopf P., Camps M.G., Hawinkels L.J., Kneilling M., van Hall T., Ossendorp F. (2018). Tumor-draining lymph nodes are pivotal in PD-1/PD-L1 checkpoint therapy. JCI Insight.

[17] Novikov N.M., Zolotaryova S.Y., Gautreau A.M., Denisov E.V. (2021). Mutational drivers of cancer cell migration and invasion. Br. J. Cancer.

[18] Roepman P., Wessels L.F., Kettelarij N., Kemmeren P., Miles A.J., Lijnzaad P., Tilanus M.G., Koole R., Hordijk G.J., van der Vliet P.C. (2005). An expression profile for diagnosis of lymph node metastases from primary head and neck squamous cell carcinomas. Nat. Genet..

[19] van Hooff S.R., Leusink F.K., Roepman P., de Jong R.J.B., Speel E.J., van den Brekel M.W., van Velthuysen M.L., van Diest P.J., van Es R.J., Merkx M.A. (2012). Validation of a gene expression signature for assessment of lymph node metastasis in oral squamous cell carcinoma. J. Clin. Oncol..

[20] Leusink F.K., van Es R.J., de Bree R., de Jong R.J.B., van Hooff S.R., Holstege F.C., Slootweg P.J., Brakenhoff R.H., Takes R.P. (2012). Novel diagnostic modalities for assessment of the clinically node-negative neck in oral squamous-cell carcinoma. Lancet Oncol..

[21] Friedman R.C., Farh K.K., Burge C.B., Bartel D.P. (2009). Most mammalian mRNAs are conserved targets of microRNAs. Genome Res..

[22] Wang K., Jin J., Ma T., Zhai H. (2017). MiR-376c-3p regulates the proliferation, invasion, migration, cell cycle and apoptosis of human oral squamous cancer cells by suppressing HOXB7. Biomed. Pharmacother..

[23] Fukumoto I., Hanazawa T., Kinoshita T., Kikkawa N., Koshizuka K., Goto Y., Nishikawa R., Chiyomaru T., Enokida H., Nakagawa M. (2015). MicroRNA expression signature of oral squamous cell carcinoma: Functional role of microRNA-26a/b in the modulation of novel cancer pathways. Br. J. Cancer.

[24] Hsiao S.Y., Weng S.M., Hsiao J.R., Wu Y.Y., Wu J.E., Tung C.H., Shen W.L., Sun S.F., Huang W.T., Lin C.Y. (2023). MiR-455-5p suppresses PDZK1IP1 to promote the motility of oral squamous cell carcinoma and accelerate clinical cancer invasion by regulating partial epithelial-to-mesenchymal transition. J. Exp. Clin. Cancer Res..

[25] Ogawa H., Nakashiro K., Tokuzen N., Kuribayashi N., Goda H., Uchida D. (2020). MicroRNA-361-3p is a potent therapeutic target for oral squamous cell carcinoma. Cancer Sci..

[26] Nakashiro K.I., Tokuzen N., Saika M., Shirai H., Kuribayashi N., Goda H., Uchida D. (2023). MicroRNA-1289 Functions as a novel tumor Suppressor in Oral Squamous Cell Carcinoma. Cancers.

[27] Wei J., Lu Y., Wang R., Xu X., Liu Q., He S., Pan H., Liu X., Yuan B., Ding Y. (2021). MicroRNA-375: Potential cancer suppressor and therapeutic drug. Biosci. Rep..

[28] Gyvyte U., Lukosevicius R., Inciuraite R., Streleckiene G., Gudoityte G., Bekampyte J., Valentini S., Salteniene V., Ruzgys P., Satkauskas S. (2020). The Role of miR-375-3p and miR-200b-3p in gastrointestinal stromal tumors. Int. J. Mol. Sci..

[29] Yang X., Nanayakkara J., Claypool D., Saghafinia S., Wong J.J.M., Xu M., Wang X., Nicol C.J.B., Michael I.P., Hafner M. (2021). A miR-375/YAP axis regulates neuroendocrine differentiation and tumorigenesis in lung carcinoid cells. Sci. Rep..

[30] Hu A., Huang J.J., Xu W.H., Jin X.J., Li J.P., Tang Y.J., Huang X.F., Cui H.J., Sun G.B., Li R.L. (2015). MiR-21/miR-375 ratio is an independent prognostic factor in patients with laryngeal squamous cell carcinoma. Am. J. Cancer Res..

[31] Osako Y., Seki N., Kita Y., Yonemori K., Koshizuka K., Kurozumi A., Omoto I., Sasaki K., Uchikado Y., Kurahara H. (2016). Regulation of MMP13 by anti-tumor microRNA-375 markedly inhibits cancer cell migration and invasion in esophageal squamous cell carcinoma. Int. J. Oncol..

[32] Liu X.H., Wang J., Dong Y.H. (2018). The inhibitory effect of miR-375 targeting sp1 in colorectal cancer cell proliferation. Eur. Rev. Med. Pharmacol. Sci..

[33] Yuan K.T., Li B.X., Yuan Y.J., Tan M., Tan J.F., Dai W.G., Feng W.D., Zuo J.D. (2018). Deregulation of microRNA-375 inhibits proliferation and migration in gastric cancer in association with autophagy-mediated AKT/mTOR signaling pathways. Technol. Cancer Res. Treat..

[34] Guo F., Gao Y., Sui G., Jiao D., Sun L., Fu Q., Jin C. (2019). miR-375-3p/YWHAZ/β-catenin axis regulates migration, invasion, EMT in gastric cancer cells. Clin. Exp. Pharmacol. Physiol..

[35] Xie D., Yuan P., Wang D., Jin H., Chen H. (2017). Expression and prognostic significance of miR-375 and miR-221 in liver cancer. Oncol. Lett..

[36] He Y., Jin J., Wang L., Hu Y., Liang D., Yang H., Liu Y., Shan B. (2017). Evaluation of miR-21 and miR-375 as prognostic biomarkers in oesophageal cancer in high-risk areas in China. Clin. Exp. Metastasis.

[37] Zhang B., Li Y., Hou D., Shi Q., Yang S., Li Q. (2017). MicroRNA-375 Inhibits Growth and Enhances Radiosensitivity in Oral Squamous Cell Carcinoma by Targeting Insulin Like Growth Factor 1 Receptor. Cell Physiol. Biochem..

[38] Shi W., Yang J., Li S., Shan X., Liu X., Hua H., Zhao C., Feng Z., Cai Z., Zhang L. (2015). Potential involvement of miR-375 in the premalignant progression of oral squamous cell carcinoma mediated via transcription factor KLF5. Oncotarget.

[39] Tu H.F., Chang K.W., Lin S.C., Hung W.W., Ji S.H., Wu H.L., Liu C.J. (2022). Aberrant miR-10b, miR-372, and miR-375 expression in the cytobrushed samples from oral potentially malignant disorders. J. Dent. Sci..

[40] Wu Y., Sun X., Song B., Qiu X., Zhao J. (2017). MiR-375/SLC7A11 axis regulates oral squamous cell carcinoma proliferation and invasion. Cancer Med..

[41] Cao Z.H., Cheng J.L., Zhang Y., Bo C.X., Li Y.L. (2017). MicroRNA-375 inhibits oral squamous cell carcinoma cell migration and invasion by targeting platelet-derived growth factor-A. Mol. Med. Rep..

[42] Tu H.F., Lin L.H., Chang K.W., Cheng H.W., Liu C.J. (2022). Exploiting salivary miR-375 as a clinical biomarker of oral potentially malignant disorder. J. Dent. Sci..

[43] Wang Z., Li S., Xu F., Fu J., Sun J., Gan X., Yang C., Mao Z. (2022). ncRNAs-mediated high expression of TIMM8A correlates with poor prognosis and act as an oncogene in breast cancer. Cancer Cell Int..

[44] Zhang Y., Lin L., Wu Y., Bing P., Zhou J., Yu W. (2022). Upregulation of TIMM8A is correlated with prognosis and immune regulation in BC. Front. Oncol..

How the deposited data were processed for this re-analysis (not part of the article)

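Total RNA of the OSCC cell lines SAS-L1, HSC2, HSC3 and Ca9-22 was measured on 8 Affymetrix Human Genome U219 arrays, 1 per cell line for the miR-NT mimic and 1 per cell line for the miR-375-3p mimic, 48 h after transfection with 20 nM of either. The authors labeled the RNA, scanned the arrays and computed the deposited log2 signals by RMA, which corrects the background, normalizes the arrays to one distribution and summarizes the probes of a probe set. The submitters' processing notes name RMA, and the paper names GeneSpring GX 14.9.1. Scanner files were not used here, so the background correction could not be varied. The deposited table held 49386 probe sets, 93 of them controls, and its columns ranged from 2.54 to 13.1 on the log2 scale.

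Gene symbols came from the platform's annotation and were brought to current symbols through gene identifiers of the RefSeq annotation of assembly GRCh38.p14, which matched 45178 of the 45259 probe sets with 1 symbol. The array values name no genome build, so no coordinates are given. Probe sets with several symbols or none entered no gene. Each gene took the probe set with the highest mean signal over all 8 arrays, which favours neither condition but can choose a probe set that responds less than another of the same gene.

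Differences between the mimic and miR-NT were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the log2 signals, with the cell line as a block and Benjamini-Hochberg adjustment over 18239 genes at a threshold of 0.05. The cell lines pair the arrays by design. As a check, the deviations of a line's arrays from their condition's mean correlated across genes at 0.836 to 0.886 within lines. Between different lines they correlated at -0.107 or less. Such deviations cancel out over a condition's arrays, which makes correlations between lines negative on average, so only the values within lines bear on the pairing. Each array also correlated best with the other array of its own line. Of 37 candidate genes named by the paper, some were read from a figure and are described singly, and no list test was run on them. In limma, camera compared 20 gene lists with the other genes at a preset correlation of 0.01, with an estimated correlation beside it, and p-values were adjusted over the lists. With an estimated correlation, no list passed the threshold. That setting takes its degrees of freedom from the few arrays, so it is hard to pass at any correlation. The reported targets went from camera's unadjusted p of 4.11e-06 to 0.0164, although their estimated correlation of 0.0011 was below the preset one. Tested by fry, limma's test of a list's direction by itself, the text candidates and the reported targets had adjusted p = 0.0189. For every other list it was above 0.05. The study chose the text candidates as lower on these same arrays, so their result is no independent evidence. The reported targets were adjusted together with that list, and fry gave them an unadjusted p of 0.00153. Among the reported targets that fell, QKI, LDHB, MTDH and YAP1 are also candidates of the study. The lists covered target candidates in the text, reported targets, PI3K-AKT signaling, EMT, epithelial junctions, lymphangiogenesis and node homing, cell cycle, YAP-TEAD targets, migration and actin, phospholipid synthesis, mitochondrial import, interferon-stimulated genes, p53 and apoptosis, ER stress, keratinocyte differentiation, basal and squamous genes, cholesterol synthesis, reference genes, fibroblast markers, and immune and endothelial markers.

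The named genes followed a rule fixed before the data were examined. It took the candidates and earlier targets that the paper names, the 12 largest falls and the 12 largest rises among genes past the threshold and changed the same way in all 4 lines, and up to 4 members of each list with the smallest p. RNFT1 and the genes of the lysosome list were named after their values were seen. Alternatives fixed at the same time were a fit without the block, further normalizations, the mean of a gene's probe sets, all probe sets, a filter that left out 7296 dim genes, another variance model, each line left out in turn, the t-test of the methods, a paired t-test and a 1.5-fold threshold. Counting a gene by any of its probe sets was added after the data were seen.

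The fit was tested on simulated data for this comparison with 18239 genes and 4 pairs. It called 40 of 67 genes changed by 1.5-fold, 58 of 67 changed by 2-fold and 66 of 66 changed by 4-fold, with 8 unchanged genes called. The number of arrays limits the precision, and signals near the lower end of the scale understate changes. IPA, GSEA with its gene set collections and a search of 3′-UTRs for miR-375-3p sites were not repeated, because the sequences and collections were not used here. The experiments on tissues, growth, migration, xenografts and siRNA were not analysed here.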

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

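The tests of the signal range in SAS-L1, of cell cycle genes in HSC3 and of other splits of the arrays were chosen after their results were seen, and the remaining tests in this part were set before. The paper's text names no genes that were higher with the mimic, and 1342 genes rose; its supplementary tables were not used here. Among 153 values of named genes and gene lists, 5 had 1 cell line far from the other 3, and chance alone gives about 1 in 20. MMP13 had a log2 difference of -1.57 in Ca9-22 and of 0.12 to 0.26 in the other lines. PLAUR had -0.075 in SAS-L1 and 0.49 to 0.55 elsewhere. TYROBP, an immune marker, had 0.45 in HSC3 and -0.04 to 0.04 elsewhere. The median of the reported miR-375 targets was -0.13 in HSC3 and -0.36 to -0.35 elsewhere, and that of YAP-TEAD targets was -0.48 in HSC3 and -0.14 to -0.09 elsewhere.

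Changes were smaller in SAS-L1. Among genes called on the other 3 lines, the median ratio of the change in SAS-L1 to the mean change of the others was 0.607. Choosing genes in the other lines does not account for the whole of it, since the same ratio for HSC2, HSC3 and Ca9-22 was at least 0.834. A compressed signal range on the SAS-L1 arrays stays open, because RMA gives all arrays about the same distribution and so set the ratio of their SD across genes to that of the other arrays, which was 1.00. A weaker action of the mimic in SAS-L1 also stays open, since the median ratio was 0.571 for falls and 0.631 for rises, but the ratio for rises was also below 1 in HSC2 (0.757) and Ca9-22 (0.856). In the paper's migration assay, the mimic suppressed SAS-L1 the most of all OSCC lines tested, but migration is another measure than RNA and does not decide this. How much mimic each line took up and the lines' own biology were not tested.

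Cell cycle genes were lower in HSC3, where the median log2 difference of 37 genes was -0.73, against 0.11 in SAS-L1 and -0.09 in both HSC2 and Ca9-22. The median lay at percentile 0 of 10000 random lists matched on mean signal, as a description of these 2 arrays, although the list also lay low in HSC2 (percentile 0.68) and Ca9-22 (3.59). Random lists leave out the shared movement of these genes, whose estimated correlation was 0.77, so this test cannot decide on a wider spread of all genes in HSC3. The SD of the log2 differences of all genes was 0.404 in HSC3 and 0.379 in Ca9-22. With a preset correlation the call of the list in the 4 lines together was lost without HSC3 (adjusted p = 0.128, median 0.00), and with an estimated correlation the list did not pass on all 4 lines (adjusted p = 0.597). A slower cycle in HSC3 may be the biology behind it, but with 1 array per condition a difference between the 2 dishes stays open and was not tested.

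The cell lines pair the arrays and only 8 splits part all 4 pairs, so the share of splits with a count as large is never under 0.125. The real split was the only 1 of the 8 to reach its counts. It gave 946 genes lower and 1342 higher, where the highest other split gave 0. At the paper's thresholds it gave 190, where the highest other gave 2. The 24 splits that part 2 pairs rest on 2 lines and gave at most 1 gene past the adjusted threshold, but up to 267 at the paper's thresholds, which are not adjusted.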

How the results depend on the processing

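The fit by any probe set was added after the data were seen. Of the 1323 values of single genes under alternatives, 1112 kept their direction and side of the threshold, 190 lost the call, 12 gained it and 9 changed sign. With no replicate block, in place of the pairing by line, 6 genes were lower and 0 higher, 92 named genes lost the call, and 160 genes were lower at the paper's thresholds as read here, on the mean of the lines; the differences between lines then count as error. With 1 line left out, genes more than 2-fold lower in each line ranged from 55 to 132 and higher from 6 to 13. Such counts cannot drop when a line is left out. With 1 line left out, genes lower ranged from 350 to 797, genes higher from 318 to 858, and genes at the paper's thresholds from 163 to 256. The list medians then ranged from -0.036 to 0.012 for node homing, -0.0074 to 0.023 for PI3K-AKT, -0.34 to 0.0012 for cell cycle, -0.037 to 0.0011 for reference genes, -0.046 to 0.074 for epithelial junctions, and -0.022 to 0.047 for immune and endothelial markers. The log2 differences of single genes with a change of sign then ranged from -0.087 to 0.023 for SNAI1, -0.15 to 0.12 for CDH2, -0.014 to 0.17 for MMP2, -0.42 to 0.19 for MMP13 and -0.032 to 0.45 for SLC7A11. With the mean of a gene's probe sets, 31 genes were more than 2-fold lower and 2 higher in each line, 118 met the paper's thresholds, and the sign turned for epithelial junctions (0.016), fibroblast markers (0.0039), CDH2 (0.093) and DST (0.0074). Over all probe sets, 2588 were lower and 2873 higher, 150 more than 2-fold lower and 9 higher in each line, and 514 met the paper's thresholds, since genes with several probe sets count repeatedly. A further quantile normalization turned epithelial junctions to 0.0029 and CDH2 to 0.013, and subtracting array medians left 2 genes more than 2-fold higher in each line. Leaving out dim genes turned fibroblast markers to 0.035 and immune and endothelial markers to 0.12. The methods' t-test gave 530 lower and 616 higher without adjustment and 0 of either, and 0 at the paper's thresholds, after it. The paired t-test gave 1330 lower and 2292 higher without adjustment, and after it 0 lower, 1 higher and 0 at the paper's thresholds. At 1.5-fold, 219 genes were lower and 67 higher in each line, and 568 met the paper's thresholds. A demand for more than 2-fold in each line left 51 genes at the paper's thresholds, and counting any probe set gave 84 genes more than 2-fold lower in each line. The call of the text candidates (median -1.22), which the study chose on these arrays, was lost with an estimated correlation, at an adjusted p of 0.425. Apart from thresholds and numbers of genes or arrays, the cause was not tested. Arrays give no count of molecules, and dim signals limit what changes can be seen.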

Differences from the paper's values

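Counting a gene by any of its probe sets was chosen only after the result was seen. The paper states 266 genes lowered in all 4 cell lines. Read as more than 2-fold lower in each line, the count here was 51. Among the alternatives fixed before the data were examined, a 1.5-fold threshold in each line gave 219 and came within 1.5 times of the paper's 266. The others for this reading did not, at 52 with a further quantile normalization, 54 with array medians subtracted, 31 with the mean of a gene's probe sets, 51 without dim genes, 150 over all probe sets, and 55 to 132 with 1 line left out. Counting a gene by any of its probe sets, which was chosen after the values were seen, gave 84. For this reading, leaving out a line or counting any probe set can only keep or raise the count. Read as a mean fall of more than 2-fold with an unadjusted p under 0.05 and a lower signal in each line, the count here was 190, which is within 1.5 times of the paper's 266. Among the alternatives fixed before the data were examined, this reading stayed within 1.5 times of the paper's 266 with a further quantile normalization (191), array medians subtracted (206), dim genes left out (186), another variance model (190), no demand on each line (192), a paired t-test (180), and without SAS-L1 (256) or HSC2 (200). It did not with the t-test of the methods (149, and 0 after adjustment), the paired t-test after adjustment (0), no replicate block (160), the mean of a gene's probe sets (118), all probe sets (514), a 1.5-fold threshold (568), a demand for more than 2-fold in each line (51), and without HSC3 (163) or Ca9-22 (171). For this reading, counting any probe set gave 265 genes with limma and 251 with a paired t-test. Both were chosen after the values were seen, and with limma this count drops 0 of the 35 measured candidates of the paper, of which 29 met the thresholds by the brightest probe set. Figure 6A names a fold and a p threshold, and the statistics section names Student's t-test for differences between 2 groups in general, without saying how the 4 lines entered the count.

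The paper lists TIMM8A and ASF1A among the genes lowered by the mimic. Their brightest probe sets had log2 differences of -0.16 (adjusted p = 0.129) and -0.44 (adjusted p = 0.0580) and did not pass the test. With the mean of each gene's probe sets both passed, at adjusted p = 0.0181 and 0.0353, and ASF1A also passed without dim genes (adjusted p = 0.0430). Their dimmer probe sets with the largest falls had log2 differences of -1.04 and -1.09. The other 33 measured candidates fell.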

Other observations

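The test of YAP-TEAD targets was chosen after the result was seen, and so was the list of lysosomal genes. The other gene lists fixed before the data were examined follow, and none of them passed the test with an estimated correlation. Of 37 cell cycle genes, 5 fell and none rose, or 8 and 0 when adjusted over the list alone, with BIRC5, an inhibitor of apoptosis needed in mitosis, 2.61-fold lower (adjusted p = 0.0516 without HSC2) and the thymidylate synthase TYMS 2.41-fold lower (0.0993 without HSC2 and 0.0664 without Ca9-22). The list had limma camera adjusted p = 6.52e-05 with a preset correlation and adjusted p = 0.597 with an estimated correlation, and 0.128 without HSC3. Of 11 measured basal and squamous genes, 4 fell and none rose, or 5 and 0 when adjusted over the list alone. KRT5 was 3.32-fold lower, which was lost without SAS-L1 (adjusted p = 0.0884), HSC2 (0.0959) or Ca9-22 (0.0931), and the cytolinker DST 2.51-fold lower, a fall that was absent with the mean of its probe sets (log2 difference 0.0074, adjusted p = 0.967), and the list median was -0.31 (adjusted p = 6.21e-04, and adjusted p = 0.425 with an estimated correlation). Of 21 measured genes of keratinocyte differentiation, only KRT10 passed the test, 1.65-fold higher (list adjusted p = 0.341). Of 19 measured p53 and apoptosis genes, 5 rose and 1 fell, or 8 and 1 over the list alone. RRM2B was 1.92-fold higher, whereas MDM2, the ubiquitin ligase of p53 that p53 also induces, was 1.67-fold lower (adjusted p = 0.0537 without HSC2 and 0.117 with the mean of its probe sets). The list had adjusted p = 0.0153, and adjusted p = 0.597 with an estimated correlation, and 0.0517 without dim genes.

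Of 22 genes of ER stress, 3 rose and 1 fell, also over the list alone, with ASNS 2.06-fold and DNAJB9 1.55-fold higher and PDIA4 1.54-fold lower (list adjusted p = 0.0182, and adjusted p = 0.597 with an estimated correlation). The call of PDIA4 was lost without SAS-L1 (adjusted p = 0.104), HSC2 (0.0617), HSC3 (0.0888) or Ca9-22 (0.0644), and that of the list without Ca9-22 (0.0857), without dim genes (0.0741) and without the block (0.0674). Of 26 measured interferon-stimulated genes, 3 rose and none fell, or 5 and 0 over the list alone, with USP18 1.96-fold higher, which was lost without SAS-L1 (adjusted p = 0.0725), HSC3 (0.0963) or Ca9-22 (0.0980). Their median was -0.11 in HSC2 and 0.34 to 0.48 in the other lines (list adjusted p = 0.0103, and adjusted p = 0.598 with an estimated correlation), and the list did not pass without SAS-L1 (0.0554) or HSC3 (0.128) or without the block (0.0616). Of 18 measured genes of cholesterol synthesis, none passed limma's test, also over the list alone (list adjusted p = 0.210, and adjusted p = 0.732 with an estimated correlation). With the mean of its probe sets, PMVK passed as higher (log2 difference 0.52, adjusted p = 0.0200). Without HSC2 the list had adjusted p = 0.00123 with a preset correlation, and the estimated one was not run on those lines. Of 12 measured reference genes, YWHAZ and TBP fell, by 2.58-fold and 1.23-fold, and none rose (list adjusted p = 0.305). The call of YWHAZ was lost without HSC2 (adjusted p = 0.0676), and that of TBP without SAS-L1 (0.0715), HSC2 (0.0952), HSC3 (0.0775) or Ca9-22 (0.0598). No marker of 11 for fibroblasts or of 12 measured for immune and endothelial cells passed the test (list adjusted p = 0.341 and 0.823).

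A further list held targets of miR-375 reported by earlier work, in part from the paper's text and reference titles and in part from general knowledge. Of 15 measured, 6 fell and none rose, also over the list alone. Of these 6, only YWHAZ and YAP1 came from the paper's citations, and 4 (QKI, LDHB, MTDH and YAP1) are among the study's candidates. The list median was -0.25 (limma camera adjusted p = 4.11e-05, and adjusted p = 0.329 with an estimated correlation). The paper cites IGF1R, SLC7A11 and KLF5 for OSCC, and their log2 differences were -0.26 ± 0.50, 0.22 ± 0.69 and -0.21 ± 0.22 (SD, n = 4 cell lines), none past the test. SP1 and MMP13, cited for other tumors, had -0.16 ± 0.15 and -0.25 ± 0.88. Of the EMT proteins that the paper names for colorectal cancer, the transcripts of VIM, CTNNB1, SNAI1, CDH2 and MMP2 had log2 differences of -0.61 ± 0.73, -0.15 ± 0.07, -0.03 ± 0.15, -0.01 ± 0.35 and 0.10 ± 0.26, none past the test, and VIM ran from -1.60 in SAS-L1 to 0.02 in Ca9-22. SNAI1 and MMP2 were dim, with miR-NT means of 4.50 and 4.94, which limits what fall could be seen in them.

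Because DNASE2, ASAH1, GPNMB and GABARAPL1 stood out among the rises, a hypothesis was set that lysosomal genes rise as a set, and it was tested on 42 other measured lysosomal genes. Of these, 18 rose and 1, the proton pump subunit ATP6V1A, fell. The median log2 difference was 0.34 and lay at percentile 100 of 10000 random lists matched on mean signal, and it was 0.20 in SAS-L1, 0.33 in HSC2, 0.48 in HSC3 and 0.33 in Ca9-22. IDS and ARSB, enzymes that degrade glycosaminoglycans, had log2 differences of 1.05 and 0.96. With an estimated correlation between genes, camera gave an unadjusted p of 0.124, in a setting with few degrees of freedom that is hard to pass. On the list by itself, limma's fry gave an unadjusted p of 0.00956. It stays open whether these genes rise as a set, because random lists leave out the genes' shared movement.

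YAP1 was among the strongly lowered candidates, and a hypothesis was that YAP-TEAD target genes fall with it, which was set after the list's fall was seen. Of 22 such genes, 4 fell and 1 rose, or 8 and 1 over the list alone, with NT5E 3.95-fold and CRIM1 3.21-fold lower and LATS2 1.42-fold higher. The call of CRIM1 was lost without HSC2 (adjusted p = 0.0683) or Ca9-22 (0.0509), and that of LATS2 without SAS-L1 (0.0918), HSC2 (0.0632), HSC3 (0.0958) or Ca9-22 (0.0673). The median of -0.19 lay at percentile 0 of 10000 random lists matched on mean signal. With camera the list had adjusted p = 6.21e-04 at a preset correlation and adjusted p = 0.425 with an estimated correlation, so the hypothesis stays open. By line, the list's fall was largest in HSC3, at -0.48, where YAP1 had a log2 difference of -1.83, against -1.63 in SAS-L1, -2.10 in HSC2 and -2.07 in Ca9-22.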
